# Early Human Hemogenic Endothelium Generates Primitive and Definitive Hematopoiesis *In Vitro*

**DOI:** 10.1016/j.stemcr.2018.09.013

**Published:** 2018-10-25

**Authors:** Eva Garcia-Alegria, Sara Menegatti, Muhammad Z.H. Fadlullah, Pablo Menendez, Georges Lacaud, Valerie Kouskoff

**Keywords:** hESC, hemogenic endothelium, multilineage potential, definitive hematopoiesis, primitive hematopoiesis

## Abstract

The differentiation of human embryonic stem cells (hESCs) to hematopoietic lineages initiates with the specification of hemogenic endothelium, a transient specialized endothelial precursor of all blood cells. This *in vitro* system provides an invaluable model to dissect the emergence of hematopoiesis in humans. However, the study of hematopoiesis specification is hampered by a lack of consensus in the timing of hemogenic endothelium analysis and the full hematopoietic potential of this population. Here, our data reveal a sharp decline in the hemogenic potential of endothelium populations isolated over the course of hESC differentiation. Furthermore, by tracking the dynamic expression of CD31 and CD235a at the onset of hematopoiesis, we identified three populations of hematopoietic progenitors, representing primitive and definitive subsets that all emerge from the earliest specified hemogenic endothelium. Our data establish that hemogenic endothelium populations endowed with primitive and definitive hematopoietic potential are specified simultaneously from the mesoderm in differentiating hESCs.

## Highlights

• Hemogenic potential decreases along the differentiation timing of hESCs
• Primitive erythrocytes and T cells emerge both from early hemogenic endothelial
• Loss of CD31 expression correlates with restricted hematopoietic potential
• Dynamic expression of CD31 and CD235a defines two waves of human hematopoiesis

## Introduction

The hemogenic endothelium (HE) has been described as an intermediate endothelial precursor of all hematopoietic progenitors in the human embryo (Ivanovs et al., 2017, Julien et al., 2016). The *in vitro* derivation of this specialized endothelium from human embryonic stem cells (hESCs) provides an invaluable platform to study and dissect blood specification and the emergence of hematopoietic stem and progenitor cells. In the last decade, there has been an increased interest in the characterization of this precursor from differentiating hESCs using several approaches, mainly through three-dimensional embryoid body (EB) differentiation (Ditadi et al., 2015, Kennedy et al., 2012, Pick et al., 2007, Ramos-Mejia et al., 2014, Sturgeon et al., 2014), or co-culture on stromal cell lines (Choi et al., 2012, Rafii et al., 2013). The efficiency of hematopoietic differentiation differs between the two methodologies due to parameters such as serum, stromal maintenance, or EB size, among others factors (Kardel and Eaves, 2012, Vodyanik et al., 2006). More importantly, in both of these experimental approaches, the hemogenic potential of endothelium precursor population has been analyzed at different times of the differentiation process, with or without a prior purification step of this population (Ditadi et al., 2015, Ramos-Mejia et al., 2014). Together these variations in experimental approaches make it difficult to reach clear conclusions and consensus about the nature and potential of HE cells. To date, it is still not known whether HE subsets with different hematopoietic potentials emerge in successive waves during the course of hESC differentiation, whether HE populations are maintained within the differentiating culture over time, or whether one unique population of HE is generated early from mesoderm and progressively differentiates within the culture. Following the hemogenic potential of endothelium cell populations continuously over the course of hESC differentiation would address some of these issues but to date this has never been reported.

Despite these outstanding questions, significant advances have been achieved in the characterization of human HE using different culture conditions (Ditadi et al., 2015, Ng et al., 2016, Rafii et al., 2013, Sturgeon et al., 2014). Using OP9 stromal cells to differentiate hESCs, both Rafii et al. (2013) and Choi et al. (2012) showed that lack of CD73 expression marked endothelium with hemogenic potential, while the upregulation of CD73 marked commitment to endothelium devoid of hematopoietic potential. These findings were also reported using the EB differentiation approach by Ditadi et al. (2015), who further distinguished human HE from vascular endothelium by lack of both CD184 arterial marker and DLL4 Notch ligand expression. This Notch ligand was also shown to regulate the hematopoietic fate of human hemato-endothelial progenitors (Ayllon et al., 2015). To date, a consensus on the immuno-phenotype of human HE indicates that this specialized endothelial precursor is contained within a population co-expressing CD31, CD34, VE-cadherin (CD144), and KDR, and lacking the expression of CD43, CD41, and CD45 marking hematopoietic commitment as well as lacking the expression of DLL4, CD73, and CD184, marking further endothelial commitment or arterial specification. To date, a large amount of data detailing the emergence of blood cells from human HE have been obtained using stromal co-culture protocols (Choi et al., 2012, Rafii et al., 2013, Vodyanik et al., 2006). In those cultures, different hematopoietic populations emerged from CD144^+^CD31^+^CD73^−^ endothelial progenitors, with CD43 expression marking the earliest step of hematopoietic commitment (Vodyanik et al., 2006). Using EB differentiation protocols, the onset of hematopoietic commitment was also defined by the expression of CD43, emerging from a CD34^+^ endothelial precursor population (Kennedy et al., 2012). At later EB stage, most CD43^+^ cells upregulated the expression of CD41a and CD235a, and were enriched for megakaryocyte and erythroid progenitors, respectively (Klimchenko et al., 2009, Paluru et al., 2014). Definitive hematopoiesis, defined by T lymphoid potential, was restricted to the CD43^−^ fraction by day 9 of EB differentiation and to the CD43^low^ by day 11 of EB differentiation (Kennedy et al., 2012). In most of these studies, the endothelial precursor population from which hematopoiesis emerged was not purified, making it difficult to dissociate cell-intrinsic effects from microenvironment-induced influences. Despite these significant advances in our understanding of the onset of *in vitro* human hematopoiesis, further delineation of the progressive specification and clonogenicity of emerging blood progenitors is still required to better characterize the full potential of these progenitors and to possibly identify long-term repopulating hematopoietic stem cells.

In the present study, we have analyzed the hemogenic potential of endothelium precursor populations isolated at days 6, 8, and 10 of EB differentiation and showed that this hemogenic potential declines sharply over the course of the differentiation process. By tracking the kinetics of CD31 expression, we were able to monitor closely the generation of three populations of hematopoietic subsets from HE-enriched endothelium isolated at day 6 of EB differentiation: (1) a first population of progenitors that lost CD31 expression rapidly and contained hematopoietic potential restricted to primitive erythrocytes; (2) a second population of erythroid and myeloid progenitors that co-expressed CD31 and CD235a and was unresponsive to Notch inhibition; (3) a third population of multilineage progenitors that expressed CD31, but not CD235a, was responsive to Notch inhibition and gave rise to erythroid, myeloid, and T lymphoid cells.

## Results

### Transcriptional Landscape of Endothelium Precursor Populations during the Course of EB Differentiation

To address how timing of hESC differentiation might affect hemogenic potential, we first analyzed the emergence of endothelium cell populations during EB differentiation. Similar to studies performed on OP9 co-culture (Choi et al., 2012, Rafii et al., 2013), a significant CD31^+^CD144^+^ endothelial population was detected by day 5 of EB differentiation (Figure S1A). The expansion of this endothelial population was highly dependent on the presence of vascular endothelial growth factor A (VEGF-A) (Figure S1A).

As a first approach to assess differences, we compared the transcriptomes of endothelial cell populations isolated at successive time points of differentiation. Cell populations expressing CD31 and CD144 were isolated by fluorescence-activated cell sorting (FACS) at days 6, 8, and 10 of EB differentiation (Figure 1A). At days 8 and 10 of differentiation, CD31^+^CD144^+^ cell populations were isolated from EB cultures supplemented or not with hematopoietic cytokines from day 6 onward. In addition, CD31^+^CD144^−^ cell populations, which have downregulated CD144 expression and are committed to hematopoiesis, were isolated from day 10 EB cultures as a reference for the hematopoietic transcriptomic landscape. 

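The populations were differentiated from Man-5, a human embryonic stem cell line, as EBs, which are aggregates of differentiating stem cells grown in suspension. CD31 and CD144 are cell-surface adhesion proteins, encoded by PECAM1 and CDH5, and PECAM1 was not analysed here. Both are found on endothelial cells. The paper also reports CD31 on most CD43+ cells, which are committed to blood and lower in CD144. RNA-seq was available for 7 populations with 2 replicates each, 14 libraries in all. There were 5 CD31+CD144+ populations, from day 6, from day 8 without and with cytokines (CK), and from day 10 without and with CK, and 2 CD31+CD144- populations, from day 10 without and with CK. The authors deposited the number of reads counted on each gene in each library, without normalization. The paper's text names neither the aligner, the counting program and the genome build nor whether the strand of the reads was used. Total counts ranged from 7401596 to 11643942 per library, with a median of 8857800 over the 10 CD31+CD144+ libraries and of 8586625 over the 4 CD31+CD144- libraries. A gene with 3 counts or fewer in a library was taken as not detected, which corresponds to 0.258 to 0.405 CPM, the counts of a gene scaled to a common library total, and covers counting error only. Of the 57773 genes listed, the 19118 that passed edgeR's filter on low counts were tested, and they held between 99.7% and 99.8% of the counts of each library. Counts were normalized for library size by edgeR's TMM method. All comparisons came from 1 edgeR fit of the 14 libraries with a coefficient for each population, which left 7 residual degrees of freedom. Genes were taken as significantly differentially expressed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Comparisons between days used the cultures without CK.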

All populations were isolated from two independent EB differentiation cultures, and all transcriptomes were determined by RNA sequencing (RNA-seq). Analysis of these datasets by principal-component analysis (PCA) revealed that CD31^+^CD144^+^ subsets did not cluster according to their day of isolation but rather homogenously together away from the CD31^+^CD144^−^ hematopoietic-committed cells (Figure 1B). 

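In a PCA of the log2 CPM of the tested genes, the first component held 51.8% of the variance and the second 13.3%. The 4 CD31+CD144- libraries lay between 63.4 and 167 on the first component, and the 10 CD31+CD144+ libraries between -68.0 and -27.9. The first component's share moved most when only the 500 most variable genes were used, to 78.2%. The mean Euclidean distance between a CD31+CD144- and a CD31+CD144+ library was 204.3 (40 pairs). Among CD31+CD144+ libraries it was 106.0 within a day of isolation (13 pairs) and 113.1 between days (32 pairs). With genes filtered over these 10 libraries alone, the distance between days exceeded that within days by 7.29 (p = 0.107, one-sided exact permutation test over 3150 arrangements of the days). This difference rested on the day 6 libraries, being 0.174 without day 6 replicate 1 and 14.1 without day 6 replicate 2. As the libraries grouped by replicate number, the days were also rearranged within each number only, a test chosen after seeing the data, which gave p = 0.0178 (one-sided exact permutation test over 900 arrangements). This p was 0.367 without day 6 replicate 1, 0.0556 without day 8 no CK replicate 2, 0.0639 without day 8 with CK replicate 1, 0.0694 without day 10 no CK replicate 2 and 0.0806 without day 10 with CK replicate 2, and under 0.05 without each of the others. Separation by CD144 was larger than in any other arrangement of the 14 libraries, with a difference of 89.6 (p = 9.99e-04, one-sided exact permutation test, the smallest p that 1001 arrangements allow). The library nearest to a CD31+CD144+ library carried the same replicate number in 10 of 10 cases and came from the same day in 4 of 10.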

In line with the PCA results, few genes were found differentially expressed between the various populations (Table S1). 

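Of the 19118 genes tested, 0 were significantly differentially expressed between day 8 and day 6, and 402 had an unadjusted p under 0.05. Between day 10 and day 8, 0 genes were significantly differentially expressed and 363 had an unadjusted p under 0.05. In the 10 fits for each comparison that left out 1 library of another population, both counts stayed at 0. The count between day 8 and day 6 moved most without a filter on low counts, to 214 genes. In simulated counts in which no gene changed, the fit without a filter called between 48 and 91 genes per comparison, and the fit used here 0. In a simulation of 2 libraries against 2 with 50 genes at each size of change, edgeR's test recovered 6% of the genes changed 2-fold, 42% of those changed 4-fold, 72% at 8-fold and 84% at 16-fold, with 2 false calls.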

No genes were found significantly differentially expressed between days 6 and 8, and only three genes between days 8 and 10. In contrast, 172 genes were found significantly differentially expressed between days 6 and 10, 71 of which were upregulated and 101 downregulated in the day 10 population (Table S1). 

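Between day 10 and day 6, 0 genes were significantly differentially expressed by the test used for the other days, and the smallest adjusted p was 0.372. An unadjusted p under 0.05 was found for 1549 genes, the largest number among the 3 comparisons between days. With replicate number as an additive term in the model, 53 genes were significantly differentially expressed, 42 upregulated and 11 downregulated at day 10. With DESeq2's Wald test and size factors, 117 genes were, 84 upregulated and 33 downregulated, and 27 genes were shared between these fits. DESeq2 made 35 false calls in the simulation of 2 libraries against 2, and recovered 14% of the genes changed 2-fold and 90% of those changed 16-fold.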

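With and without CK, 0 genes were significantly differentially expressed in CD31+CD144+ cells at day 8, where 155 had an unadjusted p under 0.05. At day 10 the count was also 0, with 440 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.503. DESeq2's Wald test called 10 genes at day 10, 7 higher and 3 lower with CK. The response to CK differed significantly between day 8 and day 10 for 0 genes by a test of the interaction, with 160 genes at an unadjusted p under 0.05.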

The addition of cytokines to the EB cultures had little incidence on the transcriptome of the CD31^+^CD144^+^ populations since 0 and 12 genes were found differentially expressed at days 8 and 10, respectively. In contrast, comparison with the CD31^+^CD144^−^ committed hematopoietic cells revealed 3,838 genes differentially expressed, with 1,567 genes upregulated and 2,271 genes downregulated in the CD144^–^ population (Figure S1B). 

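Between the CD31+CD144- and the CD31+CD144+ populations, each population weighing the same, 8967 of 19118 genes were significantly differentially expressed, 4737 upregulated and 4230 downregulated in CD31+CD144- cells. The count moved most when an absolute log2 fold change of at least 1 was also required, to 4911 genes, 2028 upregulated and 2883 downregulated. The balance of directions depended on the scaling, as 52.8% of the genes called were upregulated with TMM, 49.4% with edgeR's RLE size factors and 46.8% with DESeq2. Across 14 fits that each left out 1 library, between 7073 and 8818 genes were called. CDH5 (ENSG00000179776), which encodes CD144, lies on chromosome 16 from 66400533 to 66438686 in the coordinates of the deposited table, which are not those of GRCh38 and whose build is not named. Its expression was 1224 ± 154 CPM (SD, n = 10) in CD31+CD144+ libraries and 42.8 ± 30.0 CPM (SD, n = 4) in CD31+CD144- libraries, a log2 fold change of -5.04 (standard error 0.22, adjusted p = 3.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among genes whose libraries did not overlap between the groups, the largest increases were those of SLC4A1 (log2 fold change 8.18, standard error 0.61), HBM (7.52, standard error 0.61) and PRG3 (7.52, standard error 1.08), with adjusted p of 1.8e-05, 5.4e-05 and 5.95e-04. SLC4A1 was over 3 counts in CD31+CD144+ cells only at day 10 with CK (6 and 48 counts in replicates 1 and 2). PRG3 was so only in day 8 no CK replicate 2 (5 counts) and day 10 with CK replicate 2 (6 counts). The size of these fold changes therefore rests in part on counts that cannot be told from 0. Without day 10 CD31+CD144+ with CK replicate 2, HBM was at or under 3 counts in all other CD31+CD144+ libraries and at least 19.8-fold higher in CD31+CD144- cells, and PRG3 stood at 5.72 without day 10 CD31+CD144- with CK replicate 2. Of the largest decreases, AP000459.4 was at least 41.1-fold and GPR182 at least 34.9-fold lower in CD31+CD144- cells, where both were at or under 3 counts in every library. OIT3, the other of these, had a log2 fold change of -8.38 (standard error 1.17, adjusted p = 3.4e-04). Without day 10 CD31+CD144- no CK replicate 1, OIT3 was at or under 3 counts in the other CD31+CD144- libraries and at least 154-fold lower there.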

Within these differentially expressed genes (DEGs), critical hematopoietic genes were upregulated and critical endothelial genes were downregulated (Figure 1C) in the CD31^+^CD144^−^ cell populations. 

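All 26 endothelial genes of Figure 1C were significantly lower in the CD31+CD144- populations and all 27 hematopoietic genes significantly higher, with a median log2 fold change of -5.04 and 3.63. The endothelial median was -5.78 without day 10 CD31+CD144- no CK replicate 1, and the hematopoietic median 4.37 without day 6 replicate 2. The same 26 and 27 genes passed when adjusted over the list alone, which is not independent evidence because the paper chose them from these libraries. All 53 kept their direction and significance in each of the 14 fits that left out 1 library. With only the day 10 CD31+CD144+ populations in the comparison, 25 of the 27 hematopoietic genes were significantly higher. HES5 was at or under 3 counts in every CD31+CD144- library and at least 3.96-fold lower there, and with it at that bound the endothelial median was unchanged. Tested as lists, the endothelial genes had p = 2.4e-08 and the hematopoietic genes p = 4.7e-06 with fry, and p = 4.5e-04 and 0.0204 with camera and an estimated correlation. KDR had a log2 fold change of -4.09 (standard error 0.31, adjusted p = 4.7e-06), and RUNX1 one of 1.46 (standard error 0.33, adjusted p = 0.0042), each from edgeR's quasi-likelihood test.

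**Figure D1:**
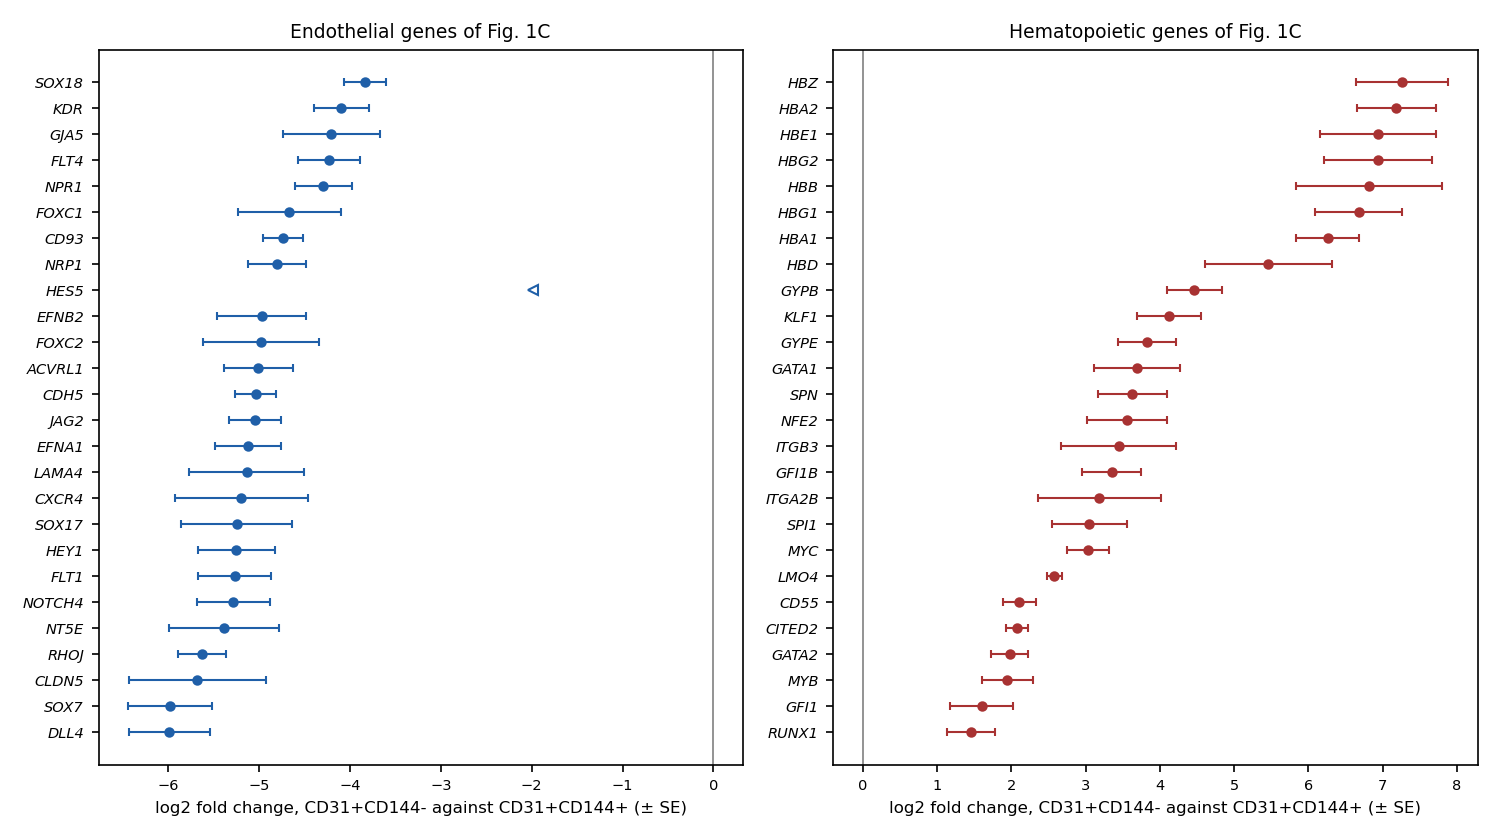
Log2 fold change between the CD31+CD144- and the CD31+CD144+ populations for genes of Figure 1C (points, with bars of 1 standard error). The open triangle marks HES5, drawn at its bound without an error bar. The endothelial genes lie below 0 and the hematopoietic genes above it.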

Despite the limited transcriptional differences found among the CD31^+^CD144^+^ populations, gene ontology analysis of the DEGs found between days 6 and 10 revealed that the most upregulated process was angiogenesis (Figure 1D). 

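The tools and annotation behind the gene ontology terms were not used here, and a list of angiogenesis genes written by hand, which includes DLL4 and CD93, was tested in their place. Its 111 tested genes had a median log2 fold change of 0.34 between day 10 and day 6, 71 of them higher and 40 lower at day 10, and 24 are also genes of Figure 1C. The list was shifted upward by camera with a preset correlation (p = 4.0e-07), but the call did not hold under fry (p = 0.056) or an estimated correlation (p = 0.061). Among all genes tested, 0 of the list were significantly upregulated, and 6 were when adjusted over the list alone. Day 10 without CK replicate 1 weighed most, as the median was 0.14 without it, with 67 genes higher and 44 lower. The median was 0.23 without day 10 no CK replicate 2 and 0.26 without day 6 replicate 2. The list made up 7 of the 84 genes upregulated by DESeq2 (one-sided Fisher's exact test, p = 8.9e-07). It made up 3 of the 42 upregulated in the model with replicate number (p = 0.0019 in the same exact test), a test of the list chosen after seeing the data. The exact test treats genes as independent, unlike fry and the estimated correlation. The list also includes CD93 and DLL4, which the paper names as increased in these data.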

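DLL4 (ENSG00000128917), which lies on chromosome 15 from 41221538 to 41231237 in the coordinates of the deposited table, encodes a ligand of Notch receptors. It was expressed at 309 ± 101 CPM at day 6, 536 ± 119 CPM at day 8 without CK and 619 ± 23.7 CPM at day 10 without CK (SD, n = 2 in each). With CK it was expressed at 462 ± 82.5 CPM at day 8 and 412 ± 82.3 CPM at day 10 (SD, n = 2 in each). Its log2 fold change between day 10 and day 6 was 0.99 (standard error 0.52, adjusted p = 0.654 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p ranged from 0.0063 to 0.760 over the alternatives. It was 0.68 without day 6 replicate 1 and 1.36 without day 6 replicate 2. CD93 (ENSG00000125810), which lies on chromosome 20 from 23059986 to 23066977, encodes a transmembrane receptor of endothelial cells. It was expressed at 599 ± 23.3 CPM at day 6, 1147 ± 323 CPM at day 8 without CK and 1659 ± 103 CPM at day 10 without CK (SD, n = 2 in each). With CK it was expressed at 1005 ± 43.4 CPM at day 8 and 1103 ± 318 CPM at day 10 (SD, n = 2 in each). Its log2 fold change between day 10 and day 6 was 1.45 (standard error 0.28, adjusted p = 0.372 from the same test), and 1.38 to 1.51 with each library left out in turn. Its adjusted p was 8.7e-04 with DESeq2's Wald test and ranged from 1.8e-06 to 0.614 over the alternatives.

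**Figure D2:**
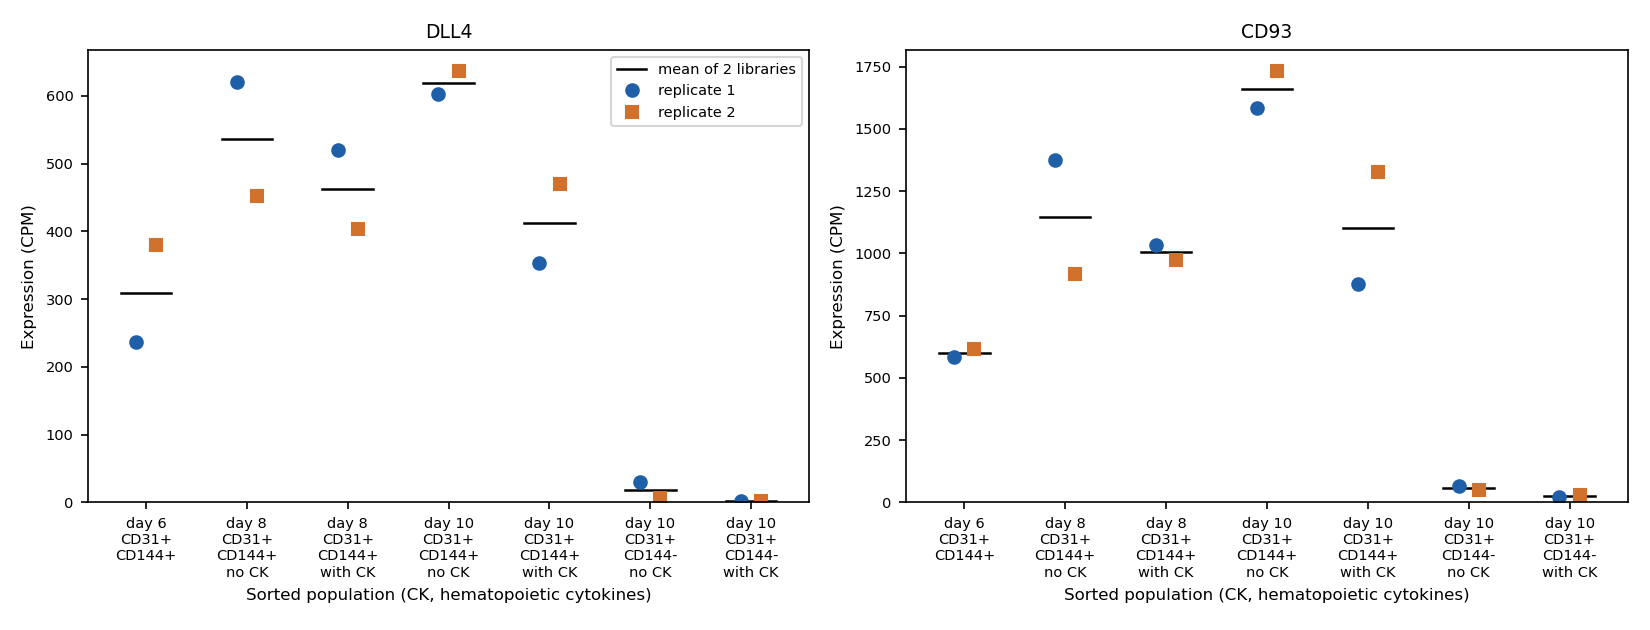
CPM of DLL4 and CD93 in each of the 14 libraries by population, with replicates 1 and 2 marked and a line at their mean. Among CD31+CD144+ populations, both genes have their lowest mean at day 6 and their highest at day 10 without CK.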

The transcriptomic data indicated an increase in the expression of proangiogenic genes, such as Notch ligand *DLL4* and *CD93,* in the day 10 populations; these observations were further validated by flow cytometry (Figure S2A). In contrast, the most downregulated gene ontology terms were linked to cell division (Figure 1D), an observation that was further validated by cell-cycle analysis of the isolated populations (Figure S2B) and revealed an increased frequency of cells in the G0/G1 phase along with a significant decreased frequency of cells in the G2/M phase in CD31^+^CD144^+^ populations at days 8 and 10 of differentiation.

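Transcripts of cell division were tested with the G2/M and S phase gene lists of the Seurat package. All 54 G2/M genes were lower at day 10 than at day 6, with a median log2 fold change of -0.93 (p = 5.5e-20, camera with a preset correlation). Of the 43 S phase genes, 41 were lower, with a median of -0.57 (p = 4.6e-08, camera with a preset correlation). Neither call held under fry (p = 0.12 for G2/M and 0.20 for S phase) or under an estimated correlation (p = 0.13 and 0.23). The direction rested on day 6 replicate 1, without which the G2/M median was 0.0080, with 28 genes higher and 26 lower, and the S phase median 0.09, with 26 higher and 17 lower. Between day 8 and day 6 the G2/M median was -0.79, and between day 10 and day 8 it was -0.13. The first of these also rested on the day 6 libraries, as it was 0.17 without day 6 replicate 1, with 42 of 54 genes higher at day 8, and -1.39 without day 6 replicate 2.

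**Figure D3:**
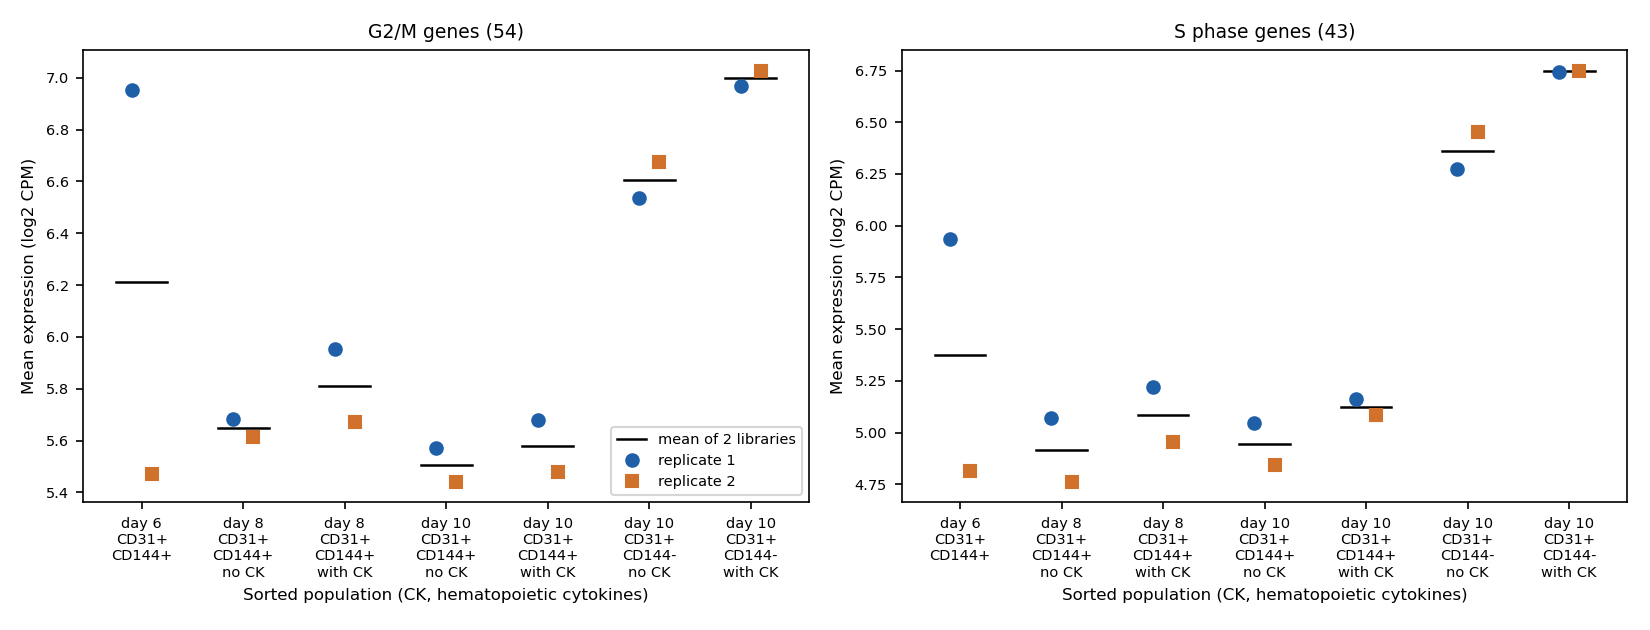
Mean log2 CPM of the G2/M and the S phase genes in each of the 14 libraries by population, with replicates 1 and 2 marked and a line at their mean. Day 6 replicate 1 lies above the other 9 CD31+CD144+ libraries in both lists.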

**Figure 1:**
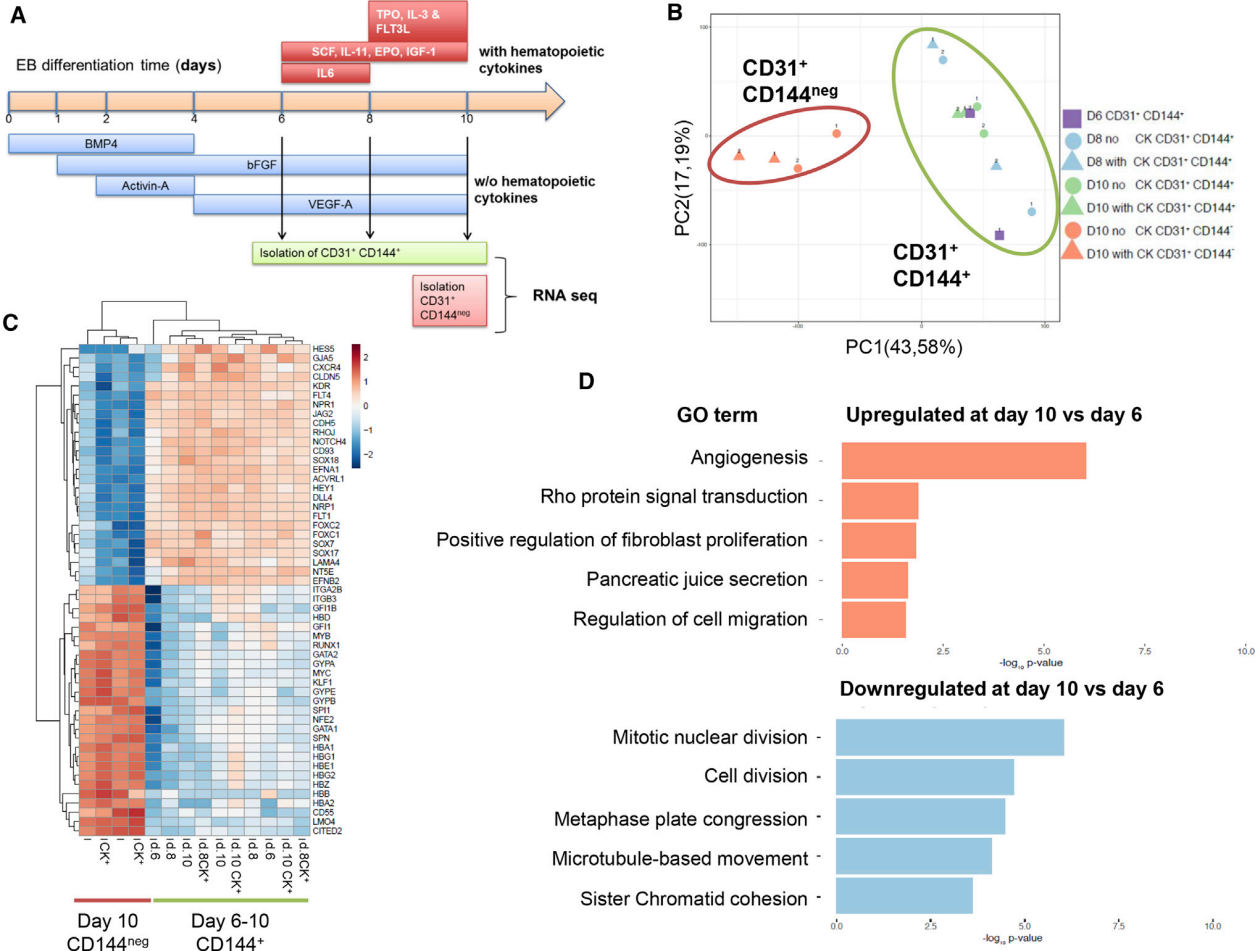
Transcriptional Landscape of CD31^+^CD144^+^ Populations along the EB Differentiation Time (A) Design of the experiment: CD31^+^CD144^+^ populations were isolated along the embryoid body (EB) differentiation timeline with or without the addition of hematopoietic cytokines at the indicated times. CD31^+^CD144^–^ populations were obtained from day 10 of differentiation. (B) PCA plot obtained from the transcriptomic analysis of the CD31^+^CD144^+^ populations isolated at days 6, 8, and 10 of EB differentiation with or without hematopoietic cytokines (CK) added as well as the hematopoietic-committed CD31^+^CD144^–^ populations. (C) Heatmap of representative endothelial and hematopoietic genes differently expressed between CD31^+^CD144^+^ and CD31^+^CD144^–^ populations. (D) Gene ontology (GO) of biological process terms enriched or downregulated in connection with the timing of CD31^+^CD144^+^ isolation were identified using the annotation on line tool DAVID. Data are based on the DEGs obtained between days 6 and 10 of EB differentiation.

Together, this transcriptomic analysis revealed little differences in overall gene expression in the endothelial cell populations across the timing of EB differentiation, suggesting the maintenance of the CD31^+^CD144^+^ population within the EB microenvironment.

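Across the genes tested, Spearman's correlation of log2 CPM between CD31+CD144+ libraries ranged from 0.914 to 0.981 (45 pairs), and between replicates of a population from 0.945 to 0.974 (5 pairs). Between CD31+CD144- and CD31+CD144+ libraries it ranged from 0.814 to 0.921 (40 pairs). Genes are not independent replicates, and these correlations are given without a p. The mean Euclidean distance was 113.8 between replicates of a CD31+CD144+ population (5 pairs), 103.4 between different populations of the same replicate number (20 pairs) and 117.9 between different populations of different replicate numbers (20 pairs). Replicates of one population were therefore farther apart on average than different populations of the same replicate number, and closer than those of different numbers. From the small differences in gene expression over the timing of EB differentiation, the paper proposes that the CD31+CD144+ population is maintained within the EB.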

### Hemogenic Potential of Endothelium Precursor Populations during the Course of EB Differentiation

Given the low level of changes observed in the transcriptional landscape, we next examined whether the hemogenic potential of the CD31^+^CD144^+^ populations remained constant over the time course of EB differentiation. To address this, CD31^+^CD144^+^CD43^−^ cell populations were isolated by FACS at days 6, 8, and 10 of EB differentiation (Figure 2A) and seeded on gelatin-coated dishes in serum-free culture supplemented with hematopoietic cytokines. Exclusion of CD43-expressing cells ensured that we did not include cells already committed to hematopoiesis in the assay. The immuno-phenotype of cells generated within these hematopoietic-inducing cultures were then analyzed by flow cytometry at days 4 and 7. Hematopoiesis emergence was assessed via the upregulation of CD43 expression, which marks commitment to blood lineages (Kennedy et al., 2012, Vodyanik et al., 2006). Concomitant to CD43 upregulation, CD144 expression was downregulated while CD31 expression was retained on most CD43^+^ cells (Figure 2B). The percentage of CD43^+^ cells produced after 4 and 7 days was very high (over 70%) in cultures initiated with CD31^+^CD144^+^ cells isolated from day 6 EBs. In contrast, the percentage of CD43^+^ cells decreased sharply in cultures initiated from day 8 and 10 EB cell populations. The same trend was observed when comparing the absolute number of CD43^+^ cells harvested from each culture (Figure 2C). Analysis of other hematopoietic markers (CD71, CD41a, and CD61) revealed similar findings (Figure S2C). Maintenance of an endothelial immuno-phenotype was monitored by co-expression of both CD144 and CD31. The frequency of CD31^+^CD144^+^ endothelial cells was inversely correlated to the frequency of CD43^+^ cells (Figure 2B). Cultures initiated from day 8 and 10 EB cells contained increasing frequencies of endothelial cells with low proliferative potential as reflected by the low absolute number of cells obtained from these cultures (Figure 2C). In line with this immuno-phenotypic characterization, the morphology of the cells in cultures initiated from day 6 EB populations showed well-defined clusters of endothelial cells undergoing endothelial-to-hematopoietic transition surrounded by hematopoietic clusters (Figure 2D). These clusters were rarely observed in cultures initiated from day 8 and 10 EB cell populations in which endothelial-type clusters were mainly observed. Finally, clonogenic potential analysis at day 4 of the hematopoietic-inducing cultures further demonstrated the higher hemogenic potential of endothelial precursors isolated from day 6 EBs with a progressive decline in clonogenic potential in cultures derived from CD31^+^CD144^+^ isolated from day 8 and 10 EBs (Figure 2E). By day 7 of hematopoietic-inducing culture, multilineage potential was only maintained in cultures derived from CD31^+^CD144^+^ isolated from day 6 EBs (Figure S2D). May-Grünwald Giemsa O-dianisidine staining of cells from colonies obtained from day 6-derived cultures showed a broad range of blood cell types including monocytes, basophils, and neutrophils, as well as primitive erythrocytes seen as large, nucleated, and stained brown by O-dianisidine (Figure 2F).

**Figure 2:**
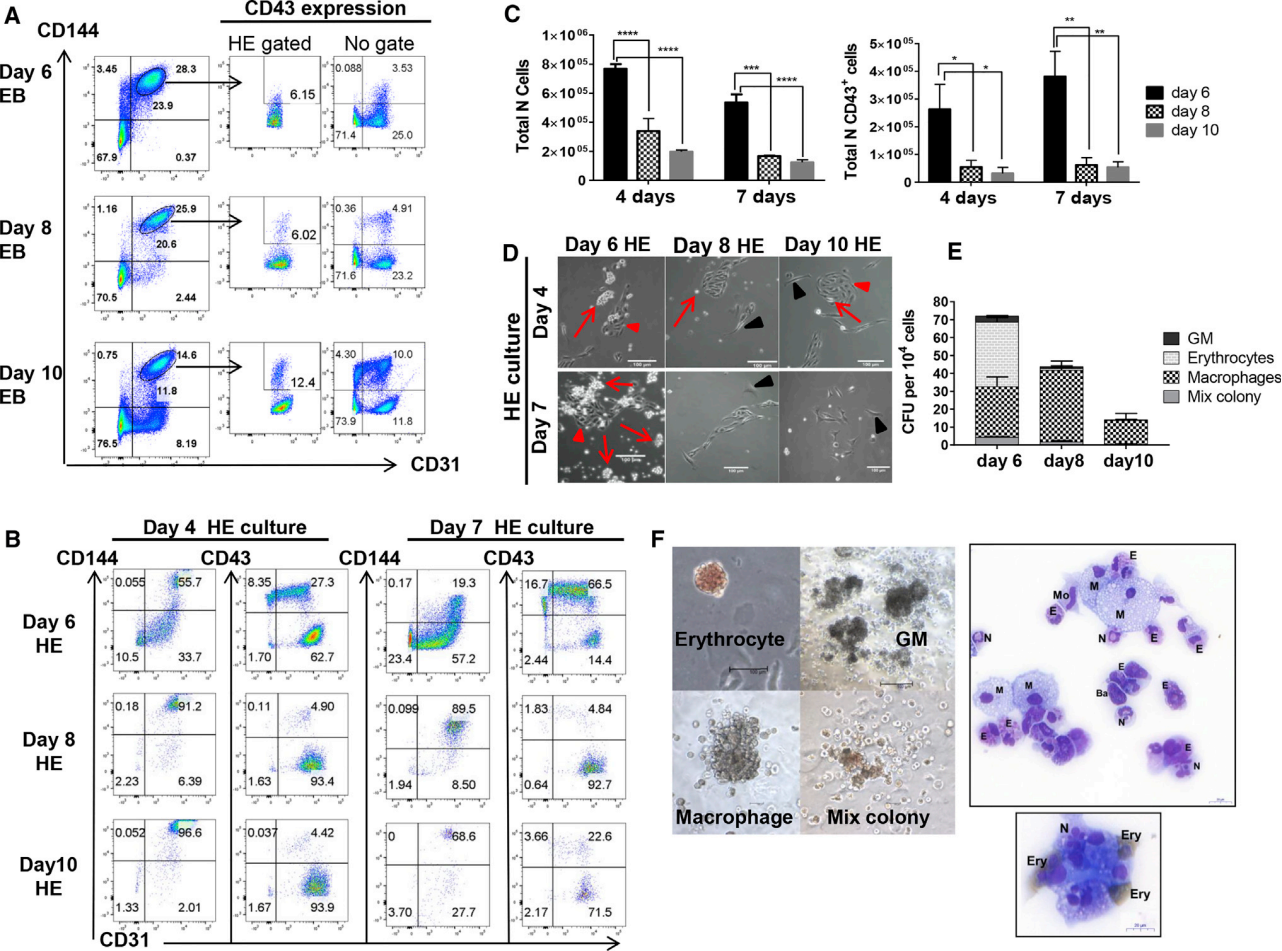
Characterization of Human HE along Human EB Differentiation (A) Flow cytometry analysis of CD31^+^CD144^+^ populations at different times of EB differentiation (representative plots from four different experiments). Circled gates indicate the HE-enriched isolated populations along with the percentage of CD43^+^ cells found within these gated populations or without gating. CD31^+^CD144^+^CD43^+^ cells were excluded during the sort. (B) Kinetic of endothelial (CD31^+^CD144^+^) and hematopoietic (CD43^+^) profiles obtained after re-plating in hematopoietic condition the purified CD31^+^CD144^+^ populations obtained at days 6, 8, and 10 of EB differentiation. Data are representative of three independent experiments after 4 and 7 days in culture on gelatin-coated plates. (C) Quantification and statistical analysis of the total number of cells and hematopoietic-committed cells (CD43^+^) generated at days 4 and 7 of culture. Error bars indicate the SEM of data from three independent experiments. The significance of the difference between samples was confirmed using two-way ANOVA; p value: adjusted p value using SIDAK multiple comparison: ^∗^p < 0.05, ^∗∗^p < 0.001, ^∗∗∗^p = 0.0002, ^∗∗∗∗^p < 0.0001. (D) Representative pictures of CD31^+^CD144^+^ populations isolated at the indicated times of EB differentiation after 4 and 7 days of culture on gelatin-coated plates in hematopoietic-inducing condition. Red arrows indicate endothelial clusters with hemogenic ability. Red arrowheads indicate emerging blood cells and clusters of blood cells. Black arrowheads indicate endothelial cell clusters with no hemogenic potential. (E) Quantification of colony-forming unit (CFU) potential of 10^4^ cells harvested after 4 days of culture from the CD31^+^CD144^+^ populations isolated at days 6, 8, and 10 of EB differentiation. Error bars indicate the SEM of data from three independent experiments. (F) Pictures of representative colonies and cytospin of cells stained with O-dianisidine MGG. Scale bars, 100 μm. M, macrophages; N, neutrophils; E, eosinophils; Ba, basophils; Mo, monocytes; Ery, erythrocytes. Brown staining is indicative of hemoglobinization of the erythrocytes. Scale bars, 20 μm.

Having defined the optimal timing for analyzing HE potential, we next compared the progression of HE culture with or without a purification step of the CD31^+^CD144^+^ population at day 6 of EB differentiation (Figure S3A). We observed considerable outgrowth of mesenchymal-like cells when the whole EB population was seeded (Figures S3B–S3D). This, together with the lower hematopoietic cells output observed without sorting (Figures S3B–S3D) led us to include a sorting step of the CD31^+^CD144^+^ population in the subsequent analysis of hematopoietic specification.

In addition, we further characterized the immuno-phenotype of the hemogenic-enriched endothelial population at day 6 of EB differentiation. Previous studies have described this population as CD31^+^CD144^+^ co-expressing KDR and CD34 but lacking the expression of the hematopoietic markers CD41, CD43, and the expression of the endothelial markers CD73, DLL4, and CXCR4 (Choi et al., 2012, Ditadi et al., 2015). We confirmed this immuno-phenotype using three different hESC lines and further characterized this cell population as expressing CD151 and CD44 (Figures S4A and S5A). Around 5%–15% of the CD144^+^CD31^+^ population did not express CD44, and we therefore analyzed the hemogenic potential of both CD44^−^ and CD44^+^ subsets. We observed a significant increase in the hematopoietic potential of the population expressing CD44 (Figure S4B), confirming the expression of CD44 by HE. These markers, although not previously described in HE, are related to the angiogenic properties of endothelial cells (Cao et al., 2006) and were shown to be expressed by CD34 cord blood cells with hemogenic properties (Pelosi et al., 2012). Furthermore, these cell surface molecules have also been described in the context of adhesion and migration processes (Savani et al., 2001), reinforcing their relevance at the onset of the transition from HE to blood cells (Lie et al., 2014).

Altogether our data demonstrate that the hemogenic potential of the endothelial precursor population in differentiating EBs declines over time. Our findings suggest that the earliest endothelial precursor population is enriched in HE and that these HE cells may mature within the EBs upon further differentiation. In line with our transcriptome analysis, the proliferative potential of endothelium cell population progressively decreases while these cells increase their endothelial identity.

### Hematopoietic Progression from Early HE-Enriched Population

We next aimed to further characterize the onset of hematopoietic progenitor emergence from flow cytometry-enriched HE cells. CD31^+^CD144^+^CD43^−^ cells were isolated from day 6 EBs and further cultured in hematopoietic-inducing condition on gelatin-coated plate or on OP9 stroma cells expressing or not the human Notch ligand DLL1. These stroma lines were included in the experimental design to assess whether stroma interaction might influence the outcome of the culture.

In line with published data, the first hematopoietic cells observed in the cultures performed on gelatin expressed the hematopoietic markers CD43 and CD235a (Vodyanik et al., 2006). By day 2 of culture, all CD43^+^ and CD235a^+^ cells still co-expressed CD31 along with CD71 and CD61 (Figures 3A and S4C), but had already downregulated KDR and CD144 (Figure S4D). In these cultures, most of the early emerging hematopoietic cells co-expressed CD41a (Figure S4C), suggesting that in human hematopoiesis the earliest blood cells derived from HE express CD41, similar to what was observed during the emergence of the murine hematopoietic system (Ferkowicz et al., 2003, Mikkola et al., 2003). The kinetics of expression of CD235a, CD71, and CD43 over time in the culture revealed an expansion of these cells accompanied by a progressive loss of CD31-only-expressing cells (Figure 3A). However, a subset of CD31^+^ cells, negative for all hematopoietic markers tested, remained up to day 4 of the culture (Figure 3A). The hematopoietic markers CD61 and CD41a were most exclusively expressed within the CD43^+^CD31^+^ population, representing around 20% of the hematopoietic cells by day 4 of culture (Figure S4C). By day 7 of the culture, 70% of the cells expressed the hematopoietic marker CD43 with a subset co-expressing the pan hematopoietic marker CD45; most CD45^+^ cells co-expressed CD31 (Figure 3B). A similar progression of these hematopoietic subsets was observed upon isolation and further culture of the CD31^+^CD144^+^ populations from two other differentiating hESC lines (Figure S5B).

**Figure 3:**
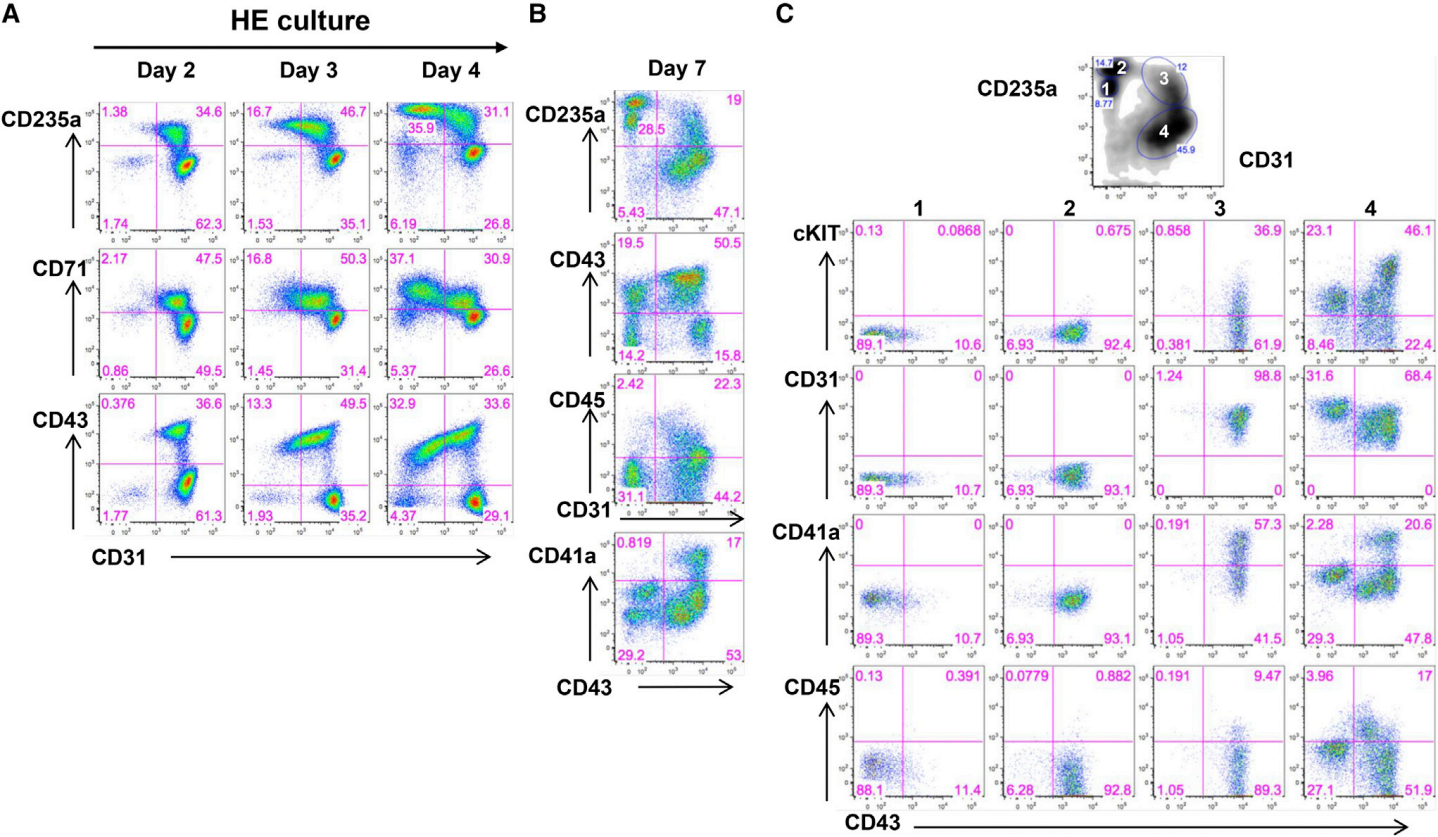
Hematopoietic Progression from EB Day 6-Sorted HE-Enriched Population (A) Flow cytometric analysis showing the immuno-phenotype of hematopoietic populations obtained at days 2, 3, and 4 of the culture of CD144^+^CD31^+^ cells on gelatin-coated plates in hematopoietic-inducing conditions. Data are representative of five independent experiments. (B) Progression of the immuno-phenotype of hematopoietic populations obtained after 7 days of culture on gelatin-coated plates. Data are representative of five independent experiments. (C) Phenotypic characterization of the different cell populations defined by CD235a and CD31 expression after 7 days of HE culture on gelatin. Data are representative of five independent experiments.

Using the dynamic expression of CD235a and CD31, four populations were identified both on gelatin (Figures 3B and 3C) and on stromal co-culture (Figure S6A). These four populations were further characterized at day 7 of culture for co-expression of other cell surface markers (Figures 3C, S6A, and S6B). A small population within the CD235a^+^CD31^−^ fraction (population 1) was characterized by lower CD235a expression and loss of CD43 expression. This population together with the CD235a^+^CD43^+^CD31^−^ population (population 2) did not express c-KIT, CD41a, or CD45. In contrast, the two CD31^+^ populations (populations 3 and 4) contained all the CD43^+^CD41a^+^ progenitors and were enriched for c-KIT expression known to mark blood progenitors. The main differences in population 4 compared with population 3 were (1) a lack of CD235a expression, (2) higher frequency of CD45^+^ cells, and (3) lower frequency of CD41a^+^ cells. Similar findings were observed when HE-enriched cells from day 6 EBs were co-cultured on OP9 or OP9 hDLL1 (Figure S6A). A summary of the markers expressed by the different populations at day 7 is shown in Figure S6B.

Together, this analysis further refines our understanding of the immuno-phenotype and dynamic of the very first steps of hematopoietic specification from HE-enriched populations.

### The Multilineage Potential of CD31^+^ Cells Is Maintained on Stroma Co-culture

The data presented above showed that a CD31-expressing subset that did not express CD235a was still present by day 4 of the culture. This population might represent endothelium lacking hemogenic potential, a hemogenic subtype maintained within the culture, committed hematopoietic cells lacking the expression of CD235a or a mixture of all these. To explore the nature of the CD31^+^CD235a^−^ subset and to determine the biological potential of the other populations defined by CD235a and CD31 expression, we analyzed their output either in a clonogenic assay or upon further culture on stroma cells. Given the very similar profiles obtained for CD235a and CD31 expression in the different culture conditions, further assays were performed with populations isolated after 4 days of culture on OP9 stroma expressing or not hDLL1 since the presence of this supportive niche has been shown to enhance hematopoietic output (Ji et al., 2008). HE-enriched CD31^+^CD144^+^CD43^−^ cells isolated from day 6 EBs were cultured on OP9 stroma and, after 4 days of culture, the three main populations based on CD235a and CD31 expression were isolated and either tested in clonogenic assay or further cultured on OP9-hDLL1 (Figure 4A).

**Figure 4:**
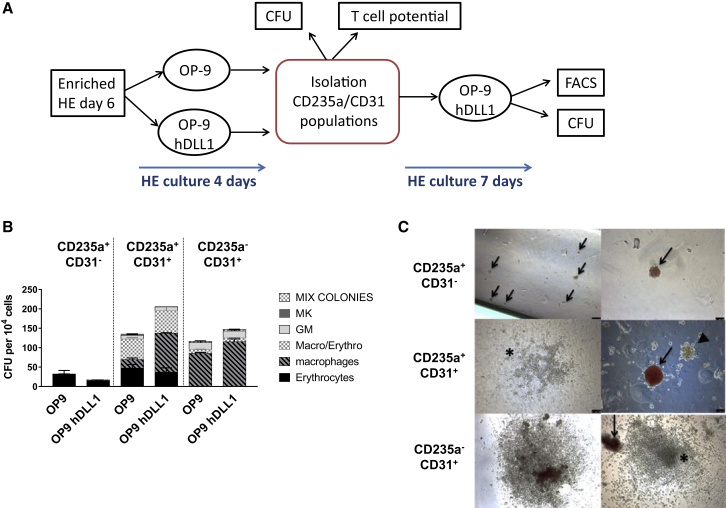
Hematopoietic Potential of CD235a/CD31 Populations (A) Schematic of the experimental design. HE-enriched cells were isolated at day 6 of EB differentiation and co-cultured on OP9 or OP9-hDLL1 stroma for 4 days. At this time point, based on their expression of CD235a and CD31, three populations were isolated and their clonogenic and T cell potential was tested. Further co-culture of each isolated population was carried on OP9-hDLL1 during 7 days, at which time further flow cytometry analysis and CFU assays were performed. (B) Clonogenic potential obtained from the CD235a/CD31 populations isolated after 4 days of co-culture OP9 or OP9-hDLL1 on stroma cell. Error bars indicate the SEM of data from three independent experiments. (C) Representative pictures of hematopoietic colonies obtained from the indicated populations after 14 days in clonogenic assay (n = 3). Black arrows indicate erythroid colonies; arrowhead indicates macrophage colony and asterisks indicate granulo-macrophage colonies. Scale bars, 100 μm.

Quantification of the colony-forming unit (CFU) potential by clonogenic assay after 4 days of HE culture revealed that only the CD31^+^ subsets (populations 3 and 4) contained multilineage potential (Figures 4B and 4C). The CD235a^+^CD31^−^ population showed limited clonogenic potential, mostly restricted to typical small primitive erythroid colonies (Figure 4C), consistent with the immuno-phenotype described above. Similar results were observed in cells derived from co-cultures on stroma expressing or not hDLL1 (Figure 4B). The two populations expressing CD31 showed some differences in CFU output, with higher erythroid and macrophage-erythroid potential but lower myeloid potential from cells co-expressing CD235a (Figure 4B).

In parallel to these clonogenic assays, further co-culture of the isolated CD31/CD235a populations were performed to assess both endothelial and hematopoietic potential and to determine whether co-culture on a supportive niche stroma may enhance or maintain hematopoietic potential. Analysis of endothelial output revealed that a fraction of cells generated from the CD235a^+^CD31^−^ population was endothelial as demonstrated by their morphology (Figure 5A) and immuno-phenotype (Figure 5B). These cells were characterized by CD31 and CD34 expression and lacked hematopoietic marker expression. However, the absolute number of these cells was very low compared with the overall output of cells obtained from the CD31-expressing populations (Figure 5C). Interestingly, when the CD235a^+^CD31^−^ population was further cultured on gelatin rather than on stroma cells, this ability to generate endothelium was not observed (Figure S7A), suggesting that the endothelial potential of the CD235a^+^CD31^–^ population may require a supportive niche to develop. The generation of endothelial cells was barely observed in cultures derived from the CD31-expressing populations (Figures 5B and 5C).

**Figure 5:**
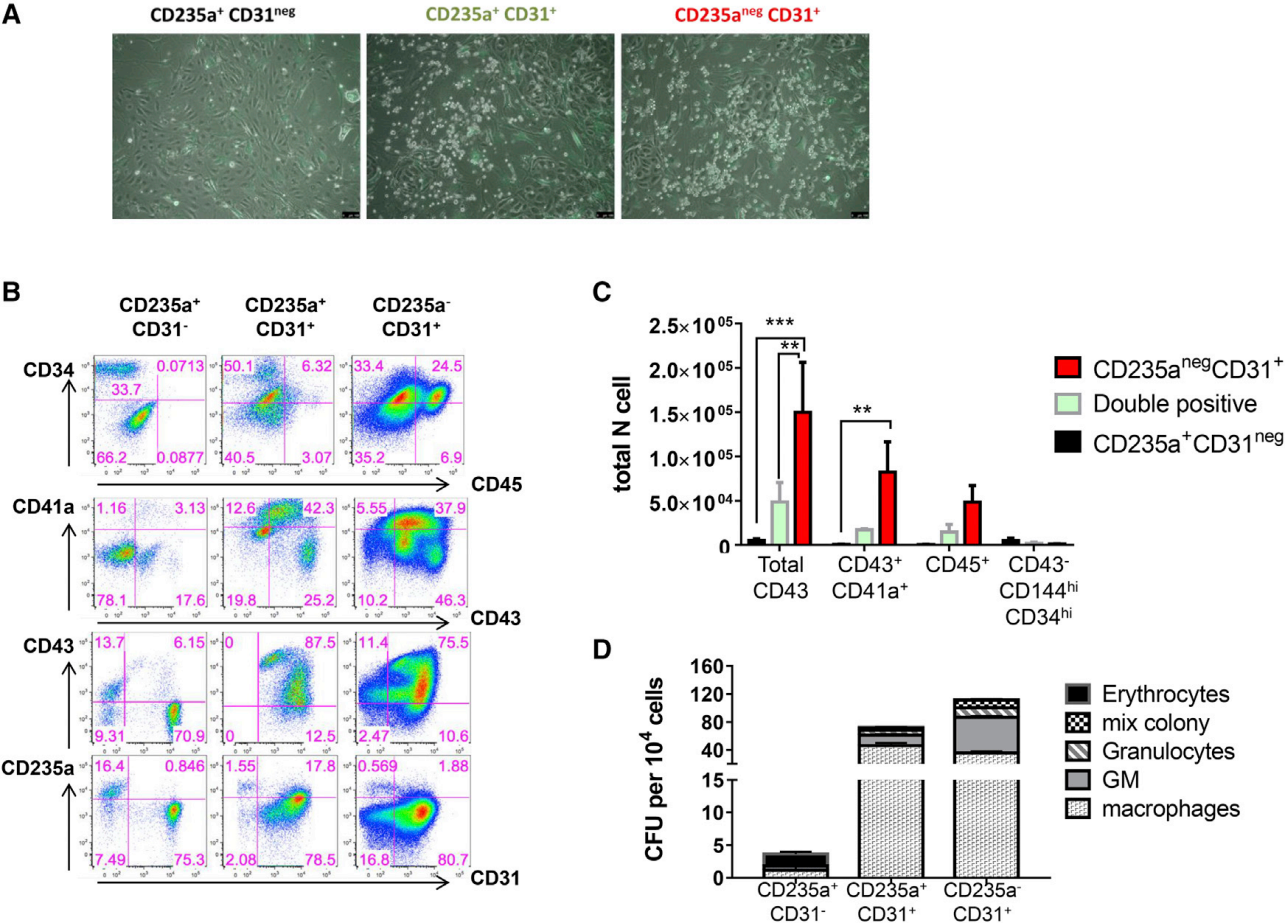
The Multilineage Potential of CD31^+^ Cells Is Maintained on Stroma Co-culture (A) Representative endothelial and hematopoietic cell morphologies displayed by the different CD235a/CD31 populations after purification and co-culture on OP9-hDLL1 stroma cells (n = 3). Scale bars, 100 μm. (B) Representative flow cytometric analysis of the indicated populations after 7 days of culture on OP9-hDLL1 stroma cells (n = 3). (C) Quantification and statistical analysis of the total number of cells obtained after 7 days of culture. Differences between each population were analyzed by two-way ANOVA. Error bars indicate the SEM from three independent experiments; adjusted p values using Turkey multiple comparison test: ^∗∗^p < 0.002, ^∗∗∗^p < 0.0001. (D) Quantification of CFU potential of 10^4^ cells obtained after 7 days of culture from the indicated populations. Error bars indicate the SEM of data from three independent experiments.

Hematopoietic output was higher in cultures derived from the two CD31^+^ populations (Figures 5A–5D). Most hematopoietic cells derived from the CD235a^+^CD31^−^ population were erythrocytes (Figure 5D); they expressed low levels of CD43 and lacked CD45, CD41a, or CD31 expression (Figure 5B). In line with the clonogenic assay, this population did not give rise to blood progenitors defined as CD43^+^CD34^+^ or CD45^+^CD34^+^, as well as CD43^+^CD41a^+^ megakaryocyte progenitors (Figures 5B and 5C). CD235a expression was mostly observed on cells derived from the CD31^−^CD235a^+^ population. In contrast to the CD31^−^CD235a^+^ population and in line with the clonogenic data, both CD31^+^ populations displayed high hematopoietic output, with most CD43^+^ cells expressing CD34 and maintaining CD31 expression (Figure 5B). However, the CD31^+^CD235a^−^ population generated higher CD45^+^CD34^+^ and CD43^+^CD34^+^ frequencies (Figure 5B). Finally, the clonogenic potential obtained from each of these secondary cultures at day 7 revealed that multilineage potential was only maintained in the two CD31-expressing populations (Figure 5D). These data revealed that this potential is uniquely linked to CD31 expression and can be maintained by co-culture on stroma. Low erythroid-only potential was observed after further culture on stroma and this potential was restricted to the CD235a^+^CD31^–^ population (Figure 5D). Similar hematopoietic differentiation profiles were observed whether HE isolated from day 6 EBs were initially cultured on OP9 (Figure 5B) or OP9 hDLL1 (Figure S6C). Interestingly, only the CD31^+^CD235a^−^ population was affected by the presence of the Notch ligand, resulting in the generation of a greater number of hematopoietic cells when plated on OP9-hDLL1. To determine if the CD31^+^CD235a^−^ population was specifically responsive to the Notch pathway, isolated CD235a/CD31 populations were cultured on OP9-hDLL1 for 7 days with or without the addition of the gamma-secretase inhibitor RO4929097. We observed that only the hematopoietic output obtained from the CD31^+^CD235a^−^ population was affected by Notch signaling inhibition, resulting in an important decrease in the percentage of CD43^+^ and CD43^+^CD41a^+^ cells (Figure S7B). Notch inhibition increased the proportion of cells expressing endothelial markers in all the cultures (Figure S7B).

Given the erythroid-myeloid multilineage potential observed upon clonogenic assay, we next investigate the T lymphoid potential of the three CD235a/CD31 populations obtained from day 4 HE culture (Figure 4A). To test for this potential, the three populations were serially passaged over 1 month on OP9-hDLL1 and then analyzed by flow cytometry. No CD45^+^ cells were found in the cultures derived from the CD235a^+^CD31^−^ population (Figures 6A and 6B). The CD235a^+^CD31^+^ population gave rise to very few CD4^+^CD8^+^ cells, in only one out of three experiments. In sharp contrast, high numbers of T cells expressing CD4 and CD8 were generated from the CD235a^−^CD31^+^ population (Figures 6A and 6B), demonstrating that only this later population is endowed with lymphoid potential, a characteristic of definitive hematopoiesis.

**Figure 6:**
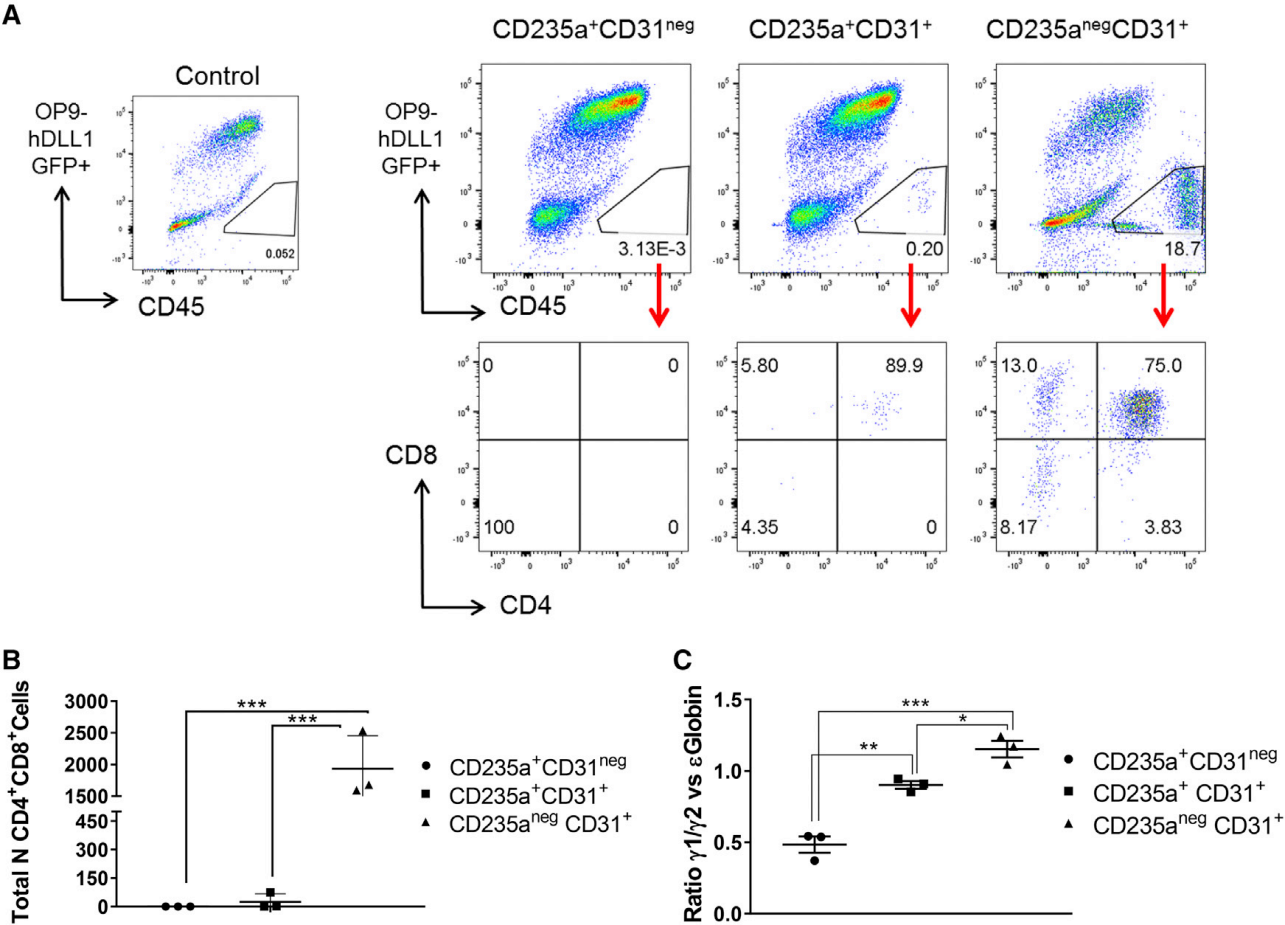
Characterization of Definitive Hematopoietic Potential of the CD31/CD235a Populations (A) T lymphoid potential displayed by the indicated populations after culture on OP9-DLL1. After 1 month, cells were harvested and stained for CD45, CD4, and CD8 expression. Flow cytometric analyses are representative of three independent experiments. Stroma cells were excluded based on their high GFP expression as seen on the control OP9-only culture dot plot on the right. (B) Quantification and statistical analysis of the total number of lymphoid cells obtained in each experiment. Differences between each population were analyzed by two-way ANOVA. Error bars indicate the SEM from three independent experiments. Adjusted p value using Turkey multiple comparison test: ^∗∗∗^p ≤ 0.0006. (C) Globin expression in cells of hematopoietic colonies obtained from the indicated populations after 2 weeks in methylcellulose culture. Quantification and statistical analysis of the ratio between gamma γ1/2 and epsilon ɛ globin expression analyzed by RT-PCR. Error bars indicate the SEM from three independent experiments. Adjusted p value using SIDAK's multiple comparison test: ^∗^p = 0.0326, ^∗∗^p = 0.0028, ^∗∗∗^p = 0.0002.

Another characteristic indicative of a shift from primitive to definitive potential is the change in globin gene expression in erythrocytes from ɛ embryonic or primitive globin to γ1/2 fetal globin (Qiu et al., 2008). To further assess the definitive potential of the CD235a^−^CD31^+^ population, we compared the ratio of γ1/2 versus ɛ globin expression in hematopoietic colonies obtained in clonogenic assays performed with the three CD235a/CD31 populations isolated at day 4 of HE culture. A significant increase in the ratio of fetal versus embryonic globin was observed in the CD235a^−^CD31^+^ population compared with the two other populations (Figure 6C), further supporting the definitive hematopoietic potential of the CD235a^−^CD31^+^ population.

Together, these results establish that the expression of CD31 and CD235a define three subsets of blood progenitors that all derive from HE isolated early at day 6 of EB differentiation (Figure 7). Furthermore, these data revealed that high proliferative capacity, multilineage potential and definitive hematopoiesis is closely correlated with CD31 expression and lack of CD235a.

**Figure 7:**
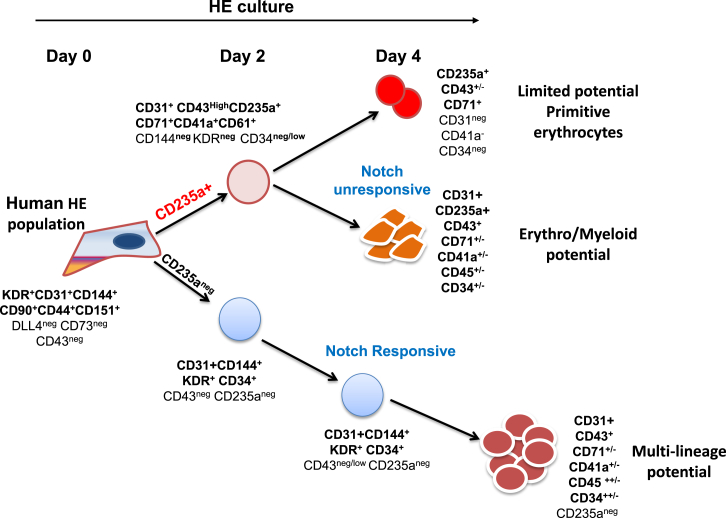
Simultaneous Waves of Hematopoietic Differentiation from HE-Enriched Cell Population Hematopoietic differentiation from HE isolated at day 6 of differentiation. The first hematopoietic wave differentiates rapidly, is detected within 2 days of culture and is characterized by the expression of the hematopoietic marker CD235a and the loss of CD144 and KDR, endothelial and mesodermal markers, respectively (all positive markers in bold characters). From this first wave, two hematopoietic populations emerge by day 4 and are discriminated by CD31 expression. Loss of this marker is accompanied by a reduced clonogenic potential and restriction to primitive erythrocytes. A second wave of hematopoiesis emerging from the same HE-enriched population does not express CD235a and retains endothelial marker expression. This population does not generate CD235a^+^ cells, but gives rise to large numbers of CD45^+^ cells and T cells in culture. The hematopoietic populations generated from this second wave present multilineage potential and are Notch responsive.

## Discussion

In the present study, we establish that, during the course of human ESC differentiation, an early endothelial precursor population developing from mesoderm initially harbors a high and diverse hemogenic potential, and that this potential declines over time within the differentiating EBs. These findings are consistent with the timeline of hematopoietic development described previously (Kennedy et al., 2012, Rafii et al., 2013, Ramos-Mejia et al., 2014, Sturgeon et al., 2014, Wang et al., 2004) and suggest that, upon ESC differentiation, only one main wave of HE specification from the mesoderm occurs, similar to what has been observed in differentiating mouse ESCs (Pearson et al., 2015).

Establishment of the hematopoietic system during embryonic development is an intricate process involving multiple incremental steps of commitment that are orchestrated by complex networks of transcription factors (Goode et al., 2016, Lacaud and Kouskoff, 2017). The use of mouse and human ESC differentiation as model systems has already allowed unraveling critical aspects of this developmental progression. However, many questions are still outstanding, such as whether HE subsets with specific potential are generated from differentiating ESCs sequentially overtime? To address this important question, we analyzed the transcriptome and hemogenic potential of endothelium populations isolated at days 6, 8, and 10 of ESC differentiation, the timing most commonly used in the published literature (Choi et al., 2012, Kennedy et al., 2012, Real et al., 2012). The overall transcriptional signature observed in these populations was quite homogeneous along the timeline of differentiation and was independent of the addition of hematopoietic cytokines. Differences were observed in the expression levels of genes involved in cell division and angiogenic process, consistent with the observed decrease in proliferative potential of these populations over time and increase endothelial identity. When the hemogenic potential of these successive endothelial populations was determined, a sharp decrease in the quantitative output of blood cell production was observed, with day 8 and 10 populations harboring only minimal hemogenic potential. Importantly, clonogenic assay or immuno-phenotypic characterization did not highlight specific qualitative differences in the output of these three populations except for a sharp decrease in primitive erythrocyte generation. Although we did not test the T cell potential of the day 8 and 10 populations, which could be equivalent or higher than at day 6, it still remains that both erythroid and myeloid potentials were strongly diminished over time. This lack of correlation between transcriptome and changes in hemogenic potential might be explained by a low frequency of HE within these endothelial populations, which therefore contribute little to the overall transcriptomic signature in either population. Alternatively, it is possible that, at the transcriptional level, endothelium precursors endowed with hemogenic potential are extremely similar to non-HE and therefore no differences in transcriptomic landscape are seen whether the endothelial population is hemogenic or not. To date, there are still no cell surface markers identified that are uniquely expressed by HE and that would allow the isolation of a pure HE population.

In this study, we also followed the earliest step of hematopoietic specification from the day 6 HE-enriched population using multi-parameter cell-surface staining, clonogenic assays, and secondary culture of isolated subsets. These experiments established that three populations of hematopoietic progenitors were specified from early HE (Figure 7). The first two subsets both expressed CD235a and CD43, but were distinguished by CD31 expression: the CD235a^+^CD43^+^CD31^−^ population had restricted proliferation and only generated primitive erythroid colonies; the CD235a^+^CD43^+^CD31^+^ population had higher proliferative potential and gave rise to multilineage erythroid and myeloid colonies. These two subsets no longer expressed KDR and CD144 and were fully committed to hematopoiesis as early as 2 days after the initiation of culture. The third population did not initially express any hematopoietic marker (CD235a, CD43, CD41a, and CD45) and maintained its endothelial identity expressing CD31, KDR, and CD144. In clonogenic assay or secondary culture, this third population showed a high proliferative potential and gave rise to multilineage erythroid and myeloid colonies as well as T lymphocytes. In addition, the generation of hematopoietic cells by this later population was more dependent on the presence of the DLL1 Notch ligand when compared with the other two populations. This observation is reminiscent of the differential Notch requirement observed during mouse embryonic development, where yolk sac hematopoiesis was found to be Notch independent, while intra-embryonic hematopoiesis was Notch dependent (Kumano et al., 2003). This suggests that the CD235a^+^CD31^−^ and CD235a^+^CD31^+^ populations could be the equivalents of the two yolk sac waves of hematopoiesis, primitive erythrocytes, and erythro-myeloid progenitors, described previously in the mouse embryo (McGrath et al., 2015). The CD235a^−^CD31^+^ population would represent the equivalent of intra-embryonic hematopoiesis, further supported by the definitive features displayed by this population including T lymphoid potential and the higher ratio of fetal versus embryonic globin. It is clear, however, that T cell potential on its own is not a hallmark of intra-embryonic hematopoiesis. Our data also suggest differences in lineage maturation from a pool of HE giving rise to the three CD31/CD235a populations with different hematopoietic potential, different proliferative potential, and different responsiveness to Notch. Together our findings demonstrate that HE present in EBs by day 6 of hESC differentiation already harbors primitive and definitive potential. An important question that remains to be addressed is whether different HE subsets give rise to the three CD31/CD235a populations or whether a unique HE generates all of them?

The derivation of hematopoietic stem and progenitor cells from hESCs usable in the clinic for therapeutic purpose remains a primary objective in the field of stem cell research and regenerative medicine. However, to achieve this goal, one first needs to have a perfect understanding of the differentiation process leading to the generation of these useful blood cells, both at the cellular and molecular level. Data presented here further our understanding of the developmental path of hESCs toward the generation of blood progenitor cells, bringing us a step closer to defining how these hematopoietic subsets are generated.

## Experimental Procedures

### hESC Culture and Differentiation

Man-5, Man-1 (University of Manchester), and H1 (WISC BANK USA) human ESCs were maintained on γ-irradiated CF1 (Millipore) or DR4 mouse embryonic fibroblasts in KO-DMEM (Gibco, Thermo Fisher Scientific) supplemented with 20% KO Serum replacement (Thermo Fisher Scientific), 0.1 mM 2-mercaptoethanol (50 mM, Gibco, Thermo Fisher Scientific), 1% minimum essential medium (MEM) non-essential amino acids solution (100×, Gibco, Thermo Fisher Scientific), 1% L-glutamine, 0.5% penicillin/streptomycin, and 8 ng/mL of human basic fibroblast growth factor (bFGF) (PeproTech). Four days before differentiation, hESCs were plated on Geltrex LDEV-Free, hESC-Qualified, reduced growth factor basement membrane matrix (Thermo Fisher Scientific) and maintained in TeSR-E8 (STEMCELL Technologies). Differentiation of hESC was driven by EB formation, using between 7 and 14 million hESCs, in serum-free StemPro-34 SFM (Thermo Fisher Scientific) supplemented with the sequential addition of human cytokines (all from PeproTech) during 6 days in low-oxygen conditions as follows: 10 ng/mL BMP4 at day 0, 5 ng/mL of bFGF at day 1, and 0.9 ng/mL activin A at day 2. From days 4 to 6 the medium was supplemented only with 5 ng/mL of bFGF and 12 ng/mL of VEGF. After 6 days, EBs were maintained in normoxia with or without the addition of hematopoietic cytokines as described previously (Kennedy et al., 2012). Similar and reproducible hematopoietic differentiation data were obtained from EB differentiation and HE culture using the three hESCs, Man-5, Man-1, and H1.

### OP9 Stromal Cell Lines Cultures

OP9-GFP carrying human DLL1 Notch ligand (Ayllon et al., 2015) and OP9-GFP were maintained in α-MEM basal medium (Thermo Fisher Scientific) supplemented with 20% heat-inactivated fetal bovine serum, 1% L-glutamine, and 1% penicillin/streptomycin. Both cell lines were γ-irradiated or treated with mitomycin C before co-culture.

### Purified HE Culture and Differentiation

Sorted CD31^+^CD144^+^ cells from EBs at the specified times were cultured on gelatin-coated plates or on co-culture with irradiated stroma cell lines. At day 6 of EB differentiation, the average percentage of sorted CD31^+^CD144^+^CD43^–^ HE population was 20%, resulting in the isolation of two to five million cells. The same numbers of sorted cells were seeded to analyze the hematopoietic differentiation across all culture conditions. Initial cell densities used in hematopoietic-inducing culture were as follows per well of a 6-well plate: 150,000 cells for days 2 and 3, 120,000 cells for day 4, and 75,000 for day 7. Hematopoietic differentiation from isolated CD31^+^CD144^+^ cells was performed in serum-free StemSpan medium (STEMCELL Technologies) supplemented with human cytokines (25 ng/mL insulin growth factor 1 (IGF-1), 25 ng/mL IGF-2, 50 ng/mL stem cell factor (SCF), 50 ng/mL thrombopoietin, 20 ng/mL Fms-like tyrosine kinase-3 ligand (FLT3L), 5 ng/mL interleukin-11 (IL-11), 5 ng/mL VEGF-A, and 5 ng/mL fibroblast growth factor 2 (all from PeproTech).

### T Lymphoid Differentiation

A total of 30,000 cells per well of a 12-well plate were cultured on mitomycin C-treated OP9-hDLL1 in stromal culture medium with human cytokines as follow: 20 ng/mL FLT3L, 100 ng/mL SCF, 25 ng/mL IL-2, and 5 ng/mL IL-7 during the first 2 weeks and 10 ng/mL FLT3L, 25 ng/mL IL-2, and 5 ng/mL of IL-7 for the last 2 weeks. The cultures were transferred to fresh OP9-hDLL1 cells every 5 days after the first 10 days. For passaging, the cultures were treated with TrypLe (Thermo Fisher Scientific) and filtered through a 50-μm sterile Filcon (BD). Cells were analyzed after 1 month of culture using hCD45-PeCy5.5 (eBioscience), anti-human CD8-PE (BioLegend), and anti-human CD4-PeCy7 (eBioscience).

## Author Contributions

E.G.-A. designed the research, performed the experiments, analyzed the data, and wrote the manuscript. S.M. contributed to the experiments. M.Z.H.F. performed the computational analyses. P.M. provided critical reagents. G.L. and V.K. designed the research, analyzed the data, and wrote the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

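RNA-seq libraries of 14 sorted cell samples from EBs of the Man-5 line were analysed, 2 replicates of each of 7 populations, with populations and replicate numbers taken from the sample labels and Figure 1A. For each library the authors deposited raw counts, the whole number of reads counted on each gene, without normalization. The sample labels describe stranded total RNA libraries made for low input and single-end reads. They also give the molecule as polyA RNA, a conflict that stays open here. The paper's text has no methods paragraph for RNA-seq, so the aligner, the counting, the genome build and the test the authors used are not known here. Of 52301 nuclear genes listed with the same Ensembl identifier in GENCODE 29, 285 had the same start and end, so coordinates are those of the deposited table and are not GRCh38 coordinates. All 14 sample columns were used.

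Genes were filtered with edgeR's filterByExpr with the 7 populations as groups, which kept 19118 of 57773 genes. Counts were normalized by TMM, and log2 CPM was computed with a prior count of 2 for PCA, distances and list scores. Differences were tested in a single edgeR quasi-likelihood fit with 1 coefficient per population, and p was adjusted by the Benjamini-Hochberg method. The 8 comparisons were day 8 against day 6, day 10 against day 8 and day 10 against day 6, all without CK, CK at day 8, CK at day 10, CD31+CD144- against CD31+CD144+, CK within CD31+CD144- cells, and the interaction of CK with day. Results were computed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures with Python 3.11.15 and matplotlib 3.10.9. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. Fold changes of genes at or under 3 counts in every library of one group were computed against that floor and given as lower bounds. Clustering was tested by exact permutation of the labels, with the mean distance between groups minus that within groups as the statistic. Lists of genes were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation.

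Lists were fixed before the data were examined, as were the comparisons, tests and most alternatives. They were a hand-written angiogenesis list, the G2/M and S phase lists of Seurat, the endothelial and the hematopoietic genes of Figure 1C, the surface markers that the Results name for the day 6 population, as present or as lacking, and hand-written markers of erythroid, megakaryocytic, leukocytic, mesenchymal, pluripotent, arterial and venous cells. Genes named in the text were those the paper names for these data, the sort markers, the genes of Figure 1C, the globins, and in each comparison the 3 significant genes with the largest absolute log2 fold change in each direction among those with a symbol and no overlap between the libraries of the groups. Other genes are named as chosen after their values were seen. Among the hematopoietic genes of Figure 1C, a single gene is counted with its list while its own values are not reported here.

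The paper states that all populations came from 2 independent EB cultures, and the labels give replicate numbers but do not say whether a number marks 1 EB culture followed over time. This was checked by correlating the deviations of libraries from their population means, with 0.1 as the limit. Same-numbered libraries of CD31+CD144+ populations correlated above it in 10 of 10 pairs of populations, by 0.15 to 0.46, and those of all populations in 19 of 21 pairs, by 0.01 to 0.59. Replicate number was therefore tried as an additive term (a replicate block), while the comparisons reported first leave it out. Other alternatives were DESeq2, limma voom with sample quality weights, RLE size factors, no filter, at least 10 counts in every library, only the libraries compared, an adjusted p under 0.1, an absolute log2 fold change of at least 1, libraries with and without CK pooled, day 10 CD31+CD144+ populations only, and leaving out each library in turn. An edgeR likelihood ratio test, DESeq2 with a replicate block, DESeq2 on the libraries compared, the replicate block with pooled libraries, days rearranged within replicate numbers, CK at both days tested together, leave-one-out medians of the remaining lists and comparisons, and combinations of tools and thresholds were added after seeing the data. The pipeline was tested on simulated data with 200 changed genes. With 4 libraries against 10, edgeR's test recovered 40% of the genes changed 2-fold and 98% of those changed 16-fold, with 13 false calls. At the depth of these libraries, a gene at 3 counts cannot be told from 0, so small folds against such genes are not detectable, and the floor covers counting error only, not copies of a read made by PCR. Gene ontology terms and the annotation tool named in Figure 1D were not used here.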

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

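In this part, the tests of day 6 replicate 1 for CD31+CD144- cells, for undifferentiated cells and for a sample swap, and the test of the share of CD31+CD144+ RNA, were chosen only after the results were seen. A library lying far outside the range of the others was looked for among the CD31+CD144+ and among the CD31+CD144- libraries, in total counts, the shares of mitochondrial and of the 10 largest genes, the PCA components, the mean log2 CPM of each gene list and DLL4, CD93 and CDH5. Of these 42 groups of values, 6 had such a library where chance gives 2.1.

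Day 6 replicate 1 lay apart from the other CD31+CD144+ libraries in 4 lists. Its mean log2 CPM was 6.95 for the G2/M list (others 5.44 to 5.95) and 5.93 for the S phase list (others 4.76 to 5.22). It was 5.93 for the surface markers that the Results name for day 6, as present or as lacking there (others 7.39 to 8.20), and 6.38 for the arterial markers (others 7.67 to 8.45). Among these surface markers, ITGA2B (-1.15), SPN (3.46), CXCR4 (2.93), NT5E (4.50) and DLL4 (7.89), named as lacking, were lower in it than in the other CD31+CD144+ libraries. Of those named as present, CD44 (5.79) and CD151 (4.14) were also lower in it, while KDR (12.2), CDH5 and CD34 (9.12) were within the range of the others. The tests that follow were run on the G2/M list only, for which the library stood 1.34 above the mean of the other 9 (SD 0.157). A difference in depth is argued against, since the gap was 1.31 with all libraries drawn down to 1 total. Removing the trend of each library with GC content and gene length left it at 1.34. CD31+CD144- cells in the sort are argued against by the hematopoietic genes of Figure 1C, which the paper chose from these libraries and which were lower in day 6 replicate 1 than in the others, with a gap of -2.53. A swap with a CD31+CD144- sample is argued against by CDH5, at a log2 CPM of 10.2 where the CD31+CD144+ libraries ranged from 9.96 to 10.5 and the CD31+CD144- libraries from 4.04 to 6.41. Undifferentiated cells in the sort cannot be told apart from other explanations. The pluripotency markers differed between day 6 replicate 1 and 2 by a median of 0.31, against 1.52 for the G2/M genes, of which 54 of 54 were higher, but they moved unevenly. TDGF1 (1.45) and SOX2 (1.41) were higher by nearly as much as the G2/M genes, L1TD1 differed by 0.79, POU5F1 by 0.31, DPPA4 by 0.11, DNMT3B by 0.02 and LIN28A by -0.21, and the high level of LIN28A and DNMT3B in both libraries would hide a small share. Of the 7 pluripotency markers tested, 7 were at a mean of 1 CPM or more in the CD31+CD144+ libraries, and 0 were also in another list. A difference in the state of the day 6 cultures, such as more dividing and less mature endothelium in one of them, may explain the pattern and stays open, as it was not tested.

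Day 8 CD31+CD144+ with CK replicate 1 had 11643942 counts, where the other CD31+CD144+ libraries had 7401596 to 9376672. The number of reads given to a library is set in sequencing, and no biological explanation was tested. Day 10 CD31+CD144- no CK replicate 1 had a mean log2 CPM of 7.10 for the hematopoietic genes of Figure 1C. The other 3 CD31+CD144- libraries had 7.55 to 7.63. Among genes chosen after their values were seen, AFP, APOB and TTR were highest in this library. Their log2 CPM was 10.4, 10.8 and 8.54, against 8.01, 8.53 and 5.90 in the next highest CD31+CD144- library, with CK replicate 1. No explanation was tested for these differences.

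The main text of the paper does not report a comparison of CD31+CD144- cells with and without CK. In it, 2 genes were significantly lower with CK, CRIP2 (log2 fold change -3.19, standard error 0.33, adjusted p = 0.0289 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ITGB5 (-1.88, standard error 0.22, adjusted p = 0.0459), and 1946 genes had an unadjusted p under 0.05. The 26 endothelial genes of Figure 1C had a median log2 fold change of -1.82 (p = 0.0099 with fry, p = 0.0116 with camera and an estimated correlation), or -1.83 with genes at the floor set to their bound. With CK, 25 of 26 were lower in replicate 1, where the other had 0 counts in both libraries, and 23 of 26 in replicate 2. The median rested in part on day 10 CD31+CD144- no CK replicate 1, the library highest in AFP, APOB and TTR, without which it was -0.77. Over all genes tested 0 of the 26 were significantly lower. When adjusted over the list alone, 17 were, a list that the paper chose from these libraries. Sequencing depth is argued against, since the median was -1.79 with all libraries drawn down to 1 total. A smaller share of CD31+CD144+ cells or of their RNA after CK may explain the pattern. The Figure 1C endothelial genes stood at 6.95% of their CD31+CD144+ level without CK and 2.25% with CK in replicate 1, and at 1.93% and 1.08% in replicate 2. The arterial markers stood at 6.29% and 1.90% in replicate 1 and 1.72% and 1.02% in replicate 2, and the venous markers at 16.3% and 5.45% and at 7.73% and 3.19%. All 3 lists fell in both replicates. They did not give shares within 2-fold of each other, as the test asked, with a largest ratio of 4.50. The lists share genes, as 8 of 11 arterial and 1 of 8 venous markers are also in Figure 1C. The arterial and the Figure 1C shares are therefore not separate readings. Expression of venous markers in CD31+CD144- cells themselves would raise their share, so a smaller share of CD31+CD144+ RNA and lower expression within CD31+CD144- cells cannot be told apart.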

How the results depend on the processing

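Added after seeing the data were the likelihood ratio test, DESeq2 with a replicate block or on the libraries compared only, and all settings that name a pair of choices. With DESeq2's Wald test, 5 genes differed between day 8 and day 6, 117 between day 10 and day 6, 10 with CK at day 10 and 115 with CK in CD31+CD144- cells (16 higher, 99 lower). Without a filter, the counts were 214 between day 8 and day 6, 91 between day 10 and day 8, 852 between day 10 and day 6 (499 higher, 353 lower), 28 with CK at day 8, 137 with CK at day 10, 804 with CK in CD31+CD144- cells (94 higher, 710 lower) and 25 for the interaction. That fit covered 37599 genes and estimated infinite prior degrees of freedom, against 3.64 with the filter, so that it used no gene's own spread. In simulated counts without change, DESeq2 called 4 to 19 genes per comparison and DESeq2 with a replicate block 4 to 26, and edgeR with the filter called 0 with or without the block.

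The replicate block gave 53 genes between day 10 and day 6 and 6 with CK in CD31+CD144- cells, and apart from clustering by day and the angiogenesis genes, given below, it changed no other call. With it, an adjusted p under 0.1 gave 169 genes between day 10 and day 6 (113 higher, 56 lower), and pooling libraries with and without CK gave 128 (75 higher, 53 lower). With DESeq2 and the block, 25, 1, 553 (320 higher, 233 lower) and 33 genes differed between day 8 and day 6, day 10 and day 8, day 10 and day 6, and with CK at day 10. DESeq2 on only the libraries compared gave 14, 17, 152 (117 higher, 35 lower), 2 and 107 genes in these 3 comparisons of days and with CK at days 8 and 10. DESeq2 with pooled libraries gave 8, 4 and 151 genes (96 higher, 55 lower) in the 3 comparisons of days, and 216 (147 higher, 69 lower) between day 10 and day 6 on the libraries compared only, with those with and without CK kept as separate groups in the fit. The likelihood ratio test gave 5 genes between day 8 and day 6, 78 between day 10 and day 6 (59 higher, 19 lower), 9 with CK at day 10 and 142 with CK in CD31+CD144- cells (10 higher, 132 lower). Fitting only the libraries compared gave 1 gene with CK at day 10 and 0 with CK in CD31+CD144- cells. That last count was also 0 with voom and with at least 10 counts in every library, and 1 with RLE size factors. The cause was not tested for these changes. Counts from further combinations are given with the differences from the paper.

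Between CD31+CD144- and CD31+CD144+ cells, the count was 4911 when a log2 fold change of at least 1 was required, and 5241 (1860 higher, 3381 lower) with DESeq2 and the same requirement. Each requirement removes genes by its construction. The other alternatives, apart from leaving out libraries, gave 7016 to 10463 genes. Across 150 alternatives for 10 single genes in this comparison, all 150 kept direction and side of the threshold. Across the fits that left out 1 library, the count was 0 in all 10 for each comparison of days and each CK comparison of CD31+CD144+ cells, 0 in all 6 for the interaction and 7073 to 8818 in 14 between CD31+CD144- and CD31+CD144+ cells. It was 0 to 2 in 10 fits for CK in CD31+CD144- cells, and 0 in the 8 that left out a day 8 or day 10 CD31+CD144+ library.

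Of the lists tested between day 10 and day 6, the median was 0.34 for angiogenesis, -0.93 for G2/M and -0.57 for S phase. None of the 3 passed under fry or an estimated correlation. Left out in turn, libraries gave medians of 0.14 to 0.39, -1.50 to 0.0080 and -0.9998 to 0.0905, and without day 6 replicate 1 the medians of G2/M (0.0080) and S phase (0.0905) reversed. The number of angiogenesis genes among those called higher was 7 with DESeq2, 3 with the block, 14 of 320 with DESeq2 and the block (p = 3.2e-08, one-sided Fisher's exact test), 7 of 117 with DESeq2 on the libraries compared (p = 2.4e-05) and 5 of 59 with the likelihood ratio test (p = 2.4e-05). The number of G2/M genes among those called lower was 7 of 233 with DESeq2 and the block (p = 1.1e-05, one-sided Fisher's exact test). It was 0 with the other settings in which the list was tested. These exact tests treat genes as independent. DLL4 passed only without a filter (log2 fold change 1.00, adjusted p = 0.0063), where its adjusted p over the alternatives reached 0.760, and its log2 fold change was 0.68 to 1.36 with libraries left out. CD93 passed with DESeq2 (log2 fold change 1.46, adjusted p = 8.7e-04), without a filter (1.47, 1.8e-06), with DESeq2 and the block (1.46, 1.2e-04), with DESeq2 on the libraries compared (1.46, 3.8e-04) and with the likelihood ratio test (1.45, 0.0058). Its adjusted p was 0.0685 with the block, and its log2 fold change 1.38 to 1.51 with libraries left out.

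Apart from the shares of variance and the single genes compared by CD144, where 1 value moved and 159 stayed, 61 values moved, 2 reversed, 8 passed the threshold that had not, 6 no longer passed and 313 stayed. Clustering by day had p of 0.0749 to 0.136 over the 4 alternatives tried, and a value of 0.174 to 14.1 across the 10 computations that left out a library. With a replicate block, here days rearranged within replicate numbers, chosen after seeing the data, the same difference of 7.29 had p = 0.0178, and over the other 4 alternatives 0.0022 to 0.0311 (one-sided exact permutation tests). Over distances between libraries of the same number only, the difference was 14.8 and p = 0.0222 (one-sided exact permutation test), with 0.0089 to 0.0400 over these alternatives. That p was 0.156 without day 6 replicate 1 and without day 10 with CK replicate 1, 0.0778 without day 8 no CK replicate 2, 0.0556 and 0.0667 without day 8 with CK replicate 1 and 2, 0.0667 without day 10 no CK replicate 1, and under 0.05 without each of the others, and the difference was 8.28 without day 6 replicate 1. Separation by CD144 stayed at the smallest p possible in each, with values of 79.1 to 102 across 14. The 26 endothelial and 27 hematopoietic genes of Figure 1C stayed at 26 and 27 in each of 14 fits with a library left out. The difference in globin ratio stayed at 0.014 to 0.136 with a library left out, and p at 0.459 or more. With 2 libraries per population, edgeR's test recovered few 2-fold changes in simulated data, which limits what a count of 0 between days can show.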

Differences from the paper's values

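Between day 10 and day 8, 0 genes differed against the paper's 3, and none of the alternatives set before the data were examined came within 1.5 times the paper's count. Between day 10 and day 6, 0 genes differed against the paper's 172, 0 were higher against the paper's 71 and 0 lower against the paper's 101. Of the alternatives set before the data were examined, DESeq2's Wald test came within 1.5 times for the total (117) and the genes higher (84) but not for those lower (33), and the replicate block and the fit without a filter stayed outside for all 3, as did the alternatives that gave 0. With CK at day 10, 0 genes differed against the paper's 12, and among those alternatives only DESeq2's Wald test, with 10, came within 1.5 times. Between CD31+CD144- and CD31+CD144+ cells, 8967 genes differed against the paper's 3838, 4737 were higher against the paper's 1567 and 4230 lower against the paper's 2271. Requiring an absolute log2 fold change of at least 1 brought all 3 within 1.5 times (4911, 2028 and 2883), and none of the others did.

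Combinations of 8 fits, 3 thresholds (an adjusted p under 0.05, the same with an absolute log2 fold change of at least 1, and an adjusted p under 0.1) and separate or pooled libraries were also run, and those named in this paragraph were chosen after seeing the values. They made 48 settings for each comparison of days, 24 for each CK comparison and 48 for the comparison by CD144. For day 10 against day 8, 6 of 48 came within 1.5 times the paper's 3, all with pooled libraries. These were the likelihood ratio test with 4 genes, with or without the fold change threshold, DESeq2 with 4 genes at an adjusted p under 0.05 or 0.1 and 3 with the fold change threshold, and edgeR on 2 groups of the libraries compared with 3 at an adjusted p under 0.1.

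For day 10 against day 6, 13 of 48 came within 1.5 times the paper's 172. With separate libraries and an adjusted p under 0.1 these were the replicate block (169), the likelihood ratio test (138), DESeq2 (162) and DESeq2 on the libraries compared (231), and at an adjusted p under 0.05 DESeq2 (117) and DESeq2 on the libraries compared (152, also with the fold change threshold). With pooled libraries they were the replicate block (128), the likelihood ratio test (134, or 121 with the fold change threshold), DESeq2 (151, or 125 with the fold change threshold) and DESeq2 with the libraries compared merged into 2 groups and the fold change threshold (246). DESeq2 on the same libraries with the CK groups kept apart in the fit, a setting outside these 48 and also chosen after seeing the data, gave 216 genes, within for the total and for the genes lower (69) but not for those higher (147). The pooled likelihood ratio test at an adjusted p under 0.05, chosen after seeing the values, was the only 1 of the 48 within 1.5 times for the total and both directions, with 61 genes higher and 73 lower. In a single direction, settings outside for the total came within for the genes higher with the likelihood ratio test (59, also with the fold change threshold), DESeq2 with the fold change threshold (77) and the pooled replicate block with it (65), and for the genes lower with pooled DESeq2 at an adjusted p under 0.1 (109) and pooled DESeq2 with the libraries compared merged into 2 groups (105).

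With CK at day 10, 6 of 24 came within 1.5 times the paper's 12, namely the likelihood ratio test (9 at an adjusted p under 0.05, with or without the fold change threshold, and 11 under 0.1) and DESeq2 (10, 10 and 12). Between CD31+CD144- and CD31+CD144+ cells, 16 of 48 came within 1.5 times the paper's 3838, all with the fold change threshold, and 14 of them also for both directions. Against all CD31+CD144+ populations they gave 4911 genes with edgeR, 5201 with the replicate block, 5450 with the likelihood ratio test, 4487 with voom, 5241 with DESeq2, 5412 with DESeq2 and the block, 4640 with edgeR on 2 groups and 5541 with DESeq2 on 2 groups. Against the day 10 CD31+CD144+ populations only, they gave 4376, 4810, 5007, 4289, 4740, 5014, 3864 and 4613 in the same order. Without that threshold, edgeR on 2 groups with the day 10 populations only came within for the genes lower (3268) but not for the total (6994).

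The paper states that CD31+CD144+ populations did not cluster by day of isolation in a PCA. Here the distances between days had p = 0.107 with days rearranged over all 10 libraries, and, chosen after seeing the data, p = 0.0178 with days rearranged within replicate numbers (one-sided exact permutation tests), but in the latter 0.367 without day 6 replicate 1 and 0.0556 to 0.0806 without each of 4 other libraries.

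The paper describes DLL4 and CD93 as increased in day 10 populations, and also by flow cytometry, which was not re-analysed here. In RNA, both genes were higher here, but without significance. Of the settings in which these genes were tested, those that called them were the fit without a filter for both (adjusted p = 0.0063 for DLL4 and 1.8e-06 for CD93) and, for CD93, DESeq2 (8.7e-04) and, chosen after seeing the values, DESeq2 with a replicate block (1.2e-04), DESeq2 on the libraries compared (3.8e-04) and the likelihood ratio test (0.0058). Over all settings in which they were tested the adjusted p reached 0.760 for DLL4 and 0.614 for CD93. The paper names angiogenesis as the most upregulated process and cell division as the most downregulated between day 6 and day 10. The angiogenesis list was enriched among the genes called higher with DESeq2 (7 of 84), and, in tests chosen after seeing the values, with the replicate block (3 of 42), DESeq2 and the block (14 of 320), DESeq2 on the libraries compared (7 of 117) and the likelihood ratio test (5 of 59), but 0 genes of it were called by the test reported first. The exact tests for this enrichment treat genes as independent. Among the settings in which their list was tested, cell division genes were called lower only with DESeq2 and a replicate block (7 of 233). That setting was chosen after seeing the values. The direction of the cell division list depended on day 6 replicate 1, without which its median was 0.0080.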

Other observations

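Splitting the libraries at random was set as a test before its result was seen, and the grouping by replicate number and the genes of the CK response named in this part were noticed in the data before they were tested. Of 100 splits of the 14 libraries into 4 and 10, the real one included, 1 gave as many genes as the split by CD144, namely that split itself, with 9369 in a fit of 2 groups. The second largest count was 3008, and the median of the other splits was 0.

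The 10 CD31+CD144+ libraries grouped by replicate number, with a mean distance between numbers 13.7 above that within numbers (p = 0.0079, one-sided exact permutation test, the smallest p that 252 arrangements allow). With numbers swapped within populations only, and genes filtered over these libraries alone, the difference was 13.9 and p = 0.0625, the smallest that 32 arrangements allow in an exact test. Sequencing depth is argued against by a difference of 13.3 with all libraries drawn down to 1 total, and GC content and gene length by 13.4 with each library's trend removed (18632 of 19118 genes). Different amounts of hematopoietic RNA are argued against by 11.7 over the 14381 genes left without those higher in CD31+CD144- cells. The p stayed at its smallest possible value in each, so it cannot show whether a correction weakened the grouping. The paper states that the populations came from 2 independent EB cultures, so the numbers may mark these cultures, and a library batch that goes with them stays open, as the labels give none. Among genes chosen after their values were seen, FOS was higher in replicate 2 than in replicate 1 of each CD31+CD144+ population. Its log2 CPM was 6.14 and 9.36 in replicates 1 and 2 at day 10 without CK, but 7.10 and 7.29 at day 8 with CK. Whether such genes account for the grouping was not tested, and neither was any other biological explanation.

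The remaining lists were tested with the others, and their medians between day 10 and day 6 and between CD31+CD144- and CD31+CD144+ cells are log2 fold changes. Between day 10 and day 6, the medians were 0.44 for the surface markers named for day 6, as present or as lacking (9 of 10 genes higher), 1.15 for arterial markers (9 of 11), -0.11 for venous markers (4 of 8) and -0.89 for pluripotency markers (0 of 7). They were 0.02 for erythroid markers (11 of 20), 1.68 for megakaryocytic markers (10 of 10, and 1.59 with genes at the floor at their bound), 0.24 for leukocytic markers (6 of 10, and 0.27 with such genes at their bound) and -0.15 for mesenchymal markers (5 of 12). The genes of Figure 1C had medians of 0.81 for the endothelial list (19 of 26 higher, 6 significant when adjusted over the list alone) and 0.25 for the hematopoietic list (17 of 27, and 0.09 with such genes at their bound). Most of these medians rested on single libraries, as found when each library was left out in turn, which was done after the values were seen. Without day 10 no CK replicate 2, the median of the megakaryocytic markers was -0.31, that of the leukocytic markers -0.79, that of the erythroid markers -0.41, that of the mesenchymal markers 0.03 and that of the Figure 1C hematopoietic genes -0.41. Without day 6 replicate 1, these hematopoietic genes stood at -0.52, the erythroid markers at -0.39 and the venous markers at 0.13. Without day 6 replicate 2, the medians were 2.31 for arterial, 1.37 for surface, 2.63 for megakaryocytic, 3.70 for erythroid, 1.22 for leukocytic and 0.76 for mesenchymal markers and 2.83 for the Figure 1C hematopoietic genes. Without day 10 no CK replicate 1, they were 2.49 for megakaryocytic and -1.50 for pluripotency markers. For none of these lists was p under 0.05 with fry, the smallest being 0.0523. In CD31+CD144- cells, the medians were -3.34 for angiogenesis (11 of 111 higher), 1.13 for G2/M (53 of 54), 1.47 for S phase (43 of 43), -3.72 for the surface markers (3 of 10), -5.05 for arterial (0 of 11) and -3.70 for venous markers (0 of 8). They were 6.08 for erythroid (20 of 20, and 5.78 with genes at the floor at their bound), 3.32 for megakaryocytic (10 of 10), 3.35 for leukocytic (10 of 10), -0.15 for mesenchymal (6 of 12) and -0.19 for pluripotency markers (1 of 7). Without day 10 CD31+CD144- no CK replicate 2, these medians were 1.36 for megakaryocytic, 2.73 for leukocytic and 0.05 for mesenchymal markers, and without with CK replicate 2 they were 1.94, 2.64 and 0.06. Without no CK replicate 1 of these cells, the arterial median was -5.76 and the venous -4.36, and without with CK replicate 1 the mesenchymal was -0.92 and the pluripotency -1.39. The mesenchymal median was 0.24 without day 6 replicate 2. With fry, p was under 0.05 for each except the mesenchymal (0.633) and pluripotency (0.381) markers, and with camera and an estimated correlation it was also over 0.05 for G2/M (0.219), S phase (0.0501), megakaryocytic (0.397) and leukocytic (0.182) genes.

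With CK at day 10, the median of the erythroid markers in CD31+CD144+ cells was 1.94, or 1.22 with genes at the floor at their bound, with 19 of 20 genes higher (p = 0.120 with fry, p = 0.0388 with camera and an estimated correlation), and the interaction with day had a median of 1.97, or 2.11 with such genes at their bound (p = 0.325 with fry). Without day 10 with CK replicate 2 the erythroid median was 0.35 and that of the interaction 0.60, and without day 10 no CK replicate 2 the erythroid median was 3.54. The interaction median was 0.78 without day 8 no CK replicate 2 and 2.68 without day 10 with CK replicate 1. HBE1 had 409 and 2942 counts in replicates 1 and 2 of day 10 with CK, and 99 and 283 without CK. In CD31+CD144- libraries it had 17528 to 50042. A small share of CD31+CD144- cells in the sort was not tested for. Erythroid expression within CD31+CD144+ cells therefore cannot be told apart from it. Chosen after its values were seen, CISH was higher with CK by a log2 fold change of 2.52 at day 10 and 0.92 at day 8, without significance. Days 8 and 10 tested together, a comparison also chosen afterwards, gave 0 genes (499 at an unadjusted p under 0.05), and 0 with a replicate block (821), where CISH had the smallest adjusted p at 0.0793 (log2 fold change 1.73), against 0.508 without the block.

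The paper measures the ratio of gamma to epsilon globin in colonies of other populations. Here the log2 ratio of HBG1 and HBG2 to HBE1 counts was -1.09 ± 0.096 (SD, n = 4) in CD31+CD144- libraries and -1.15 ± 0.38 (SD, n = 9) in CD31+CD144+ libraries, a difference of 0.07 (p = 0.736, two-sided exact permutation test over 715 arrangements). Day 6 replicate 1 was left out because it had fewer than 10 counts of HBE1. HBG1 and HBG2 are paralogs, whose counts were summed. Mitochondrial genes took 2.83% and 3.24% of the counts at day 6, 3.15% to 5.57% in the 4 day 8 libraries and 5.26% to 6.22% in the 4 day 10 CD31+CD144+ libraries.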
